# Identification of an evolutionarily conserved domain in Neurod1 favouring enteroendocrine versus goblet cell fate

**DOI:** 10.1371/journal.pgen.1010109

**Published:** 2022-03-14

**Authors:** Anne Sophie Reuter, David Stern, Alice Bernard, Chiara Goossens, Arnaud Lavergne, Lydie Flasse, Virginie Von Berg, Isabelle Manfroid, Bernard Peers, Marianne L. Voz

## Abstract

ARP/ASCL transcription factors are key determinants of cell fate specification in a wide variety of tissues, coordinating the acquisition of generic cell fates and of specific subtype identities. How these factors, recognizing highly similar DNA motifs, display specific activities, is not yet fully understood. To address this issue, we overexpressed different ARP/ASCL factors in zebrafish *ascl1a*-/- mutant embryos to determine which ones are able to rescue the intestinal secretory lineage. We found that Ascl1a/b, Atoh1a/b and Neurod1 factors are all able to trigger the first step of the secretory regulatory cascade but distinct secretory cells are induced by these factors. Indeed, Neurod1 rescues the enteroendocrine lineage while Ascl1a/b and Atoh1a/b rescue the goblet cells. Gain-of-function experiments with Ascl1a/Neurod1 chimeric proteins revealed that the functional divergence is encoded by a 19-aa ultra-conserved element (UCE), present in all Neurod members but absent in the other ARP/ASCL proteins. Importantly, inserting the UCE into the Ascl1a protein reverses the rescuing capacity of this Ascl1a chimeric protein that cannot rescue the goblet cells anymore but can efficiently rescue the enteroendocrine cells. This novel domain acts indeed as a goblet cell fate repressor that inhibits *gfi1aa* expression, known to be important for goblet cell differentiation. Deleting the UCE domain of the endogenous Neurod1 protein leads to an increase in the number of goblet cells concomitant with a reduction of the enteroendocrine cells, phenotype also observed in the *neurod1* null mutant. This highlights the crucial function of the UCE domain for NeuroD1 activity in the intestine. As Gfi1 acts as a binary cell fate switch in several tissues where Neurod1 is also expressed, we can envision a similar role of the UCE in other tissues, allowing Neurod1 to repress Gfi1 to influence the balance between cell fates.

## Author summary

It is not yet clear how highly related factors like the ARP/Ascl factors display specific activities even though they recognize the same consensus DNA motif. This specificity could be provided by their cellular environment or by intrinsic properties of the factors themselves. To distinguish between these two possibilities, we have expressed several ARP/Ascl factors in the *ascl1a-/-* mutant to determine which ones are able to rescue the intestinal secretory defects. We found that Ascl1a/b and Atoh1a/b are able to rescue the goblet cells while Neurod1 rescues the enteroendocrine lineage. Furthermore, we show that the specific Neurod1 activity is conferred by the presence of a 19-aa ultra-conserved element (UCE), present in all vertebrate Neurod members but absent in all the other ARP/ASCL proteins. This UCE domain, so far uncharacterized, acts as a goblet cell fate repressor and inhibits *gfi1aa* expression, known to be important for goblet cell differentiation. Inserting the UCE into Ascl1a protein reverses the rescuing capacity of this chimeric protein that cannot rescue the goblet cells anymore but can efficiently rescue the enteroendocrine cells. This study therefore highlights an unique intrinsic property of Neurod1 allowing it to repress Gfi1 to influence the balance between cell fates. As Gfi1 acts as a binary cell fate switch in several tissues where Neurod1 is also expressed, we can envision a similar role of the UCE in other tissues, allowing Neurod1 to repress Gfi1 to influence the balance between cell fates.

## Introduction

ARP/ASCL factors are key determinants of cell fate specification in a wide variety of tissues. Their role as cell fate determinants has been largely demonstrated in the developing nervous system where these factors are necessary and sufficient to confer a neural fate to progenitor cells [1]. These basic helix-loop-helix (bHLH) factors, named proneural factors, are members of the *Achaete scute-like* (ASCL) family or of the *atonal* related proteins (ARP) family, this latter family being further subdivided into Atonal (Atoh), Neurogenin (Neurog) and Neurod subfamilies. The proneural factors share functional properties as they coordinate the acquisition of generic neuronal fates [2]. However they also display specific functions; for example, ASCL1 is implicated in the generation and specification of GABAergic interneurons [3] while NEUROG2 is required for the generation of glutamatergic neurons in many regions of the central nervous system [2].

These proneural factors also act as cell fate determinants in the digestive system. For example, we and others have previously shown that Ascl1a is the cell fate determinant of the secretory lineage in zebrafish. Indeed, the *ascl1a*^*-/-*^ mutant displays a complete loss of all secretory cells (i.e. the goblet and the enteroendocrine cells (EECs), the paneth cells being not found in zebrafish) [4,5]. Ascl1a is at the top of the secretory regulatory cascade as its knock-out leads to the loss of expression of all transcription factors known to be involved in secretory cell differentiation [5]. For example, this is the case for the transcription factor *sox4b*, detected in the gut nearly at the same time as *ascl1a* and co-expressed with *ascl1a* in all secretory progenitors. This is also true for *neurod1* which is expressed from 52 hpf onwards in all endocrine precursors. Intriguingly, and the role of cell fate determinant for the secretory lineage is played by another ARP/ASCL factors in the murine intestine, namely ATOH1 [6]. A similar evolutionary swap between ARP/ASCL factors is also observed in the pancreas where the cell fate determinant of the endocrine lineage is NEUROG3 in the murine pancreas [7] while this role is fulfilled by Ascl1b and Neurod1 in zebrafish [8]. Even within the same species, the identity of the cell fate determinant can vary as for example, within the murine digestive system, ASCL1 is the determinant of the EEC lineage in the stomach [9] but is not expressed in the intestine [9,10] where this role is performed by NEUROG3 [11]. All these examples suggest that these ARP/ASCL factors share functional properties and are capable of fulfilling similar roles in different organs and species. These common properties could be explained by their binding to very similar E-box sequences via their highly related basic-helix-loop-helix DNA binding domain. Indeed comprehensive determination of protein-DNA specificities performed by Protein Binding Microarrays [12] revealed that *C*.*elegans* ARP/ASCL orthologues bind largely overlapping E-box motifs *in vitro* [13].

In this study, we addressed the question whether these ARP/ASCL factors share functional capacities and therefore would be interchangeable. We notably determined whether Atoh1 could replace Ascl1a as inducer of the secretory lineage in the zebrafish intestine. To that end, we induced Atoh1a or Atoh1b expression in the intestine of the *ascl1a-/-* embryos using HSP70 expression vectors and determined whether these factors could rescue the secretory defects observed in the mutant. We found that Atoh1a/b like Ascl1a/b are able to initiate the secretory cascade and that this property is also shared by Neurod1. However distinct secretory cells are induced by these factors as Ascl1a/b and Atoh1a/b rescue only the goblet cells while Neurod1 rescues exclusively the EEC lineage. By generating chimeric Ascl1a/Neurod1 proteins, we delineated the domain endowing Neurod1 with the ability to induce EECs. This domain, present in all vertebrate Neurod factors, is required for repressing the *gfi1aa* gene, thereby favouring EEC versus goblet cell fate. Deletion of this domain in the endogenous *neurod1* gene by CRISPR/Cas9 editing underlined its importance in the secretory cell fate specification.

## Results

### Atoh1 and Neurod1, like Ascl1, are able to initiate the intestinal secretory lineage in the *ascl1a-/-* larvae

As Ascl1a is the cell fate determinant of the secretory cells in zebrafish and Atoh1 in mouse [5,6], we determined whether these two factors have the same biological activity and can be swapped. We therefore tested whether the zebrafish orthologues Atoh1a and Atoh1b could rescue the secretory defects of the *ascl1a-/-* mutant by performing gain-of-function (GOF) experiments. As a prerequisite, we verified whether inducing Ascl1a itself in *ascl1a-/-* larvae could rescue the expression of *sox4b*, known to be directly downstream of Ascl1a in the secretory regulatory cascade [5]. To that end, we generated a transgene *Tg(hsp70l*:*eGFP-2A-ascl1a)*, where the heat-shock inducible promoter *hsp70l* controls the expression of a bicistronic transcript, eGFP-2A-Ascl1a. To mimic endogenous *ascl1a* gene expression that appears around 36 hpf in the gut [5], we performed two successive heat shocks at 36 and 46 hpf that should maintain transgene expression for at least 20 hours. This leads to the full rescue of *sox4b* expression at 55 hpf in all *ascl1a-/-* mutant larvae (Fig 1C, n = 7). The same results were obtained when inducing the paralog *ascl1b* (S1B Fig). Similarly, full rescue of *sox4*b expression was also observed with Atoh1b or Atoh1a using *Tg(hsp70l*:*atoh1b-Myc)* [14] and *Tg(hsp70l*:*atoh1a)* [15] (Fig 1D, n = 15 and S1C Fig), indicating that Atoh1a and Atoh1b are both able to initiate the secretory transcriptional cascade like Ascl1a. To determine whether this property could be extended to the third group of the ARP/ASCL family, we constructed the transgene *Tg(hsp70l*:*eGFP-2A-neurod1)* and found that Neurod1 is also able to fully rescue *sox4*b expression in all *ascl1a*-/- larvae (Fig 1E, n = 16). In conclusion, these data indicate that Atoh1a/b, Ascl1b and Neurod1 share with Ascl1a the capacity to initiate the intestinal secretory cascade, highlighting common biological activities between these factors.

**Fig 1:**
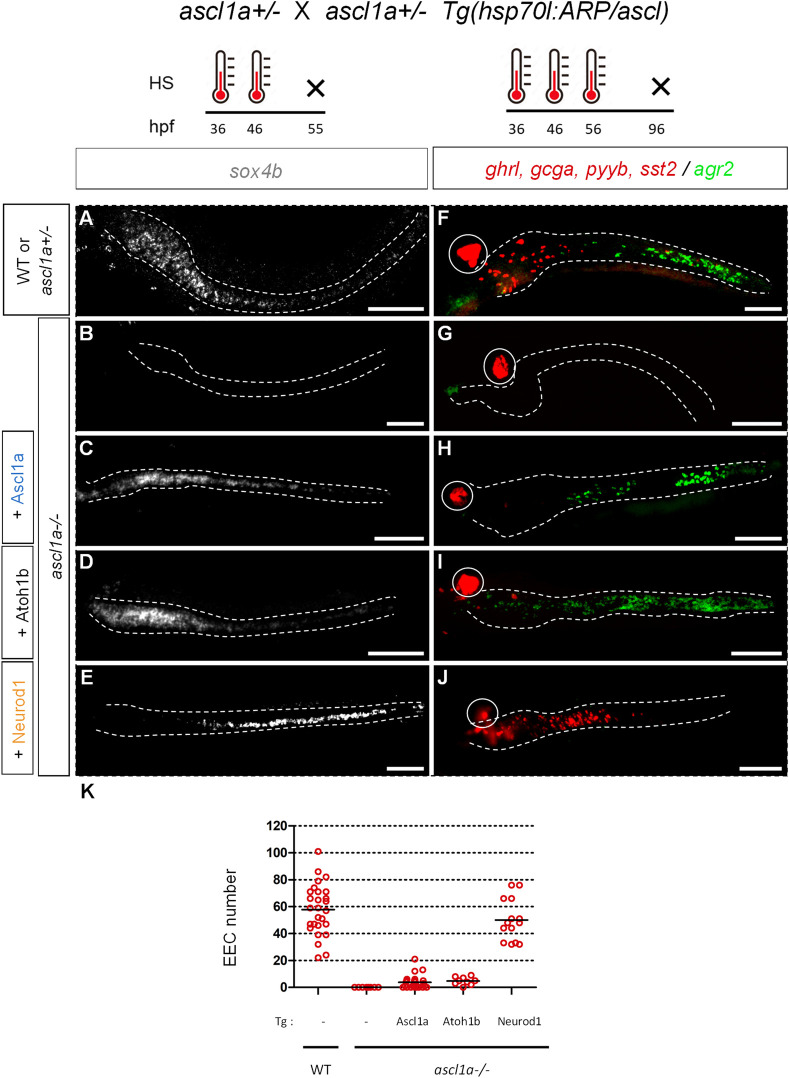
Rescue of *ascl1a-/-* by ARP/Ascl factors. Upper part: scheme of the crossings and timing of the heat shocks (HS). Lower part: **A-E**: FISH performed at 55 hpf with a *sox4b* probe on *ascl1a*^-/-^ or control sibling embryos heat-shocked at 36 and 46 hpf **F-J**: FISH performed at 96 hpf with the *agr2* probe revealed in green and a mix of hormone probes (*ghrelin (ghrl)*, *peptide YYb (pyyb)*, *glucagon-a (gcga)* and *somatostatin-2 (sst2))* revealed in red on *ascl1a*^-/-^ or control sibling embryos heat-shocked at 36, 46 and 56 hpf. The transgenic line used is indicated on the left part of the figure as well as the genotype of the larvae; the ascl1a^-/-^ larvae were identified by the loss of the pituitary *prl* expression (not shown). The pancreas is encircled while the location of gut, visualised with a DAPI staining (not shown), is delimited by dashed lines. **K**: Quantification of the number of *ghrl+/pyyb+/gcga+/sst2+* EEC detected in conditions F to J counted under a fluorescent microscope. All views are ventral with the anterior part to the left and represent confocal projection images. Scale bar: 100 μm.

### Neurod1 is able to rescue the EEC lineage of *ascl1a-/-* larvae while Atoh1b and Ascl1a rescue the goblet cell fate

The next step was to determine whether the rescued *sox4b+* secretory progenitor cells could pursue their differentiation process and give rise to all types of secretory cells (i.e. goblet and EECs). For that purpose, we performed 3 successive heat shocks at 36, 46 and 56 hpf as we determined that it was the optimal rescue conditions. We checked the expression at 96 hpf of the goblet marker *agr2* and of several enteroendocrine hormones. These latter were monitored by FISH using a mix of hormone probes (*ghrelin (ghrl)*, *glucagon-a (gcga)*, *peptide YY (pyyb)*, and *somatostin-2 (sst2)*). Surprisingly, Ascl1a and Atoh1b rescued the formation of numerous goblet cells and of only a very few EECs (Fig 1H–1I; quantification for EE on 1K) and the same results were obtained with their paralogs Ascl1b and Atoh1a (S1D–S1I Fig). In contrast, Neurod1 rescued exclusively the EEC lineage (Fig 1J) at a level similar to wild-type larvae (Fig 1F and 1K). By testing the hormone probes separately, we observed that Neurod1 is able to rescue all tested enteroendocrine hormones, i.e. *adenylate cyclase-activating polypeptide 1* (*adcyap1a*), *gcga*, *insulin-like peptide 5a* (*insl5a*) and *pyyb* (S2 Fig). To determine why Ascl1a and Atoh1b fail to restore EECs in *ascl1a*-/- mutants, we assessed the expression of *neurod1*, one of the earliest transcription factors expressed in all endocrine progenitors. We found that heat-shock induced expression of *ascl1a* and *atoh1b* could not rescue the expression of *neurod1* (S3C and S3D Fig). In contrast, heat-shock induced expression of *neurod1* triggered the expression of the endogenous *neurod1* gene (S3E Fig). This was done using a probe localised in the 3’UTR of *neurod1* that does not recognize the *Tg(hsp70l*:*eGFP-2A-neurod1)* transgene. This suggests that Neurod1 is essential for EEC generation and that the incapacity of Ascl1a or Atoh1b to induce neurod1 prevent them to rescue the EEC lineage.

The fact that Ascl1a is not able to rescue the EECs in *ascl1a-/-* mutants is at first sight surprising. This is most likely due to the HSP70 system which leads to an ubiquitous expression of the *ascl1a* transgene while the endogenous *ascl1a* gene is expressed in scattered cells within the intestinal epithelium. This probably disturbs signalling pathways, such as the Notch signalling pathway, important for an optimal differentiation of these cells (see discussion). Nevertheless, inducing these three ARP/Ascl factors in the same context highlights different intrinsic properties of Neurod1 compared to Ascl1a and Atoh1: Neurod1 GOF rescue the EEC lineage in *ascl1a*-/- mutants while Ascl1a/b and Atoh1a/b GOF rescue the goblet cells.

### Neurod1 contains an evolutionary conserved domain that represses goblet cell fate

To identify the domain(s) of Neurod1 conferring its ability to efficiently rescue the EECs, we swapped different functional domains between Neurod1 and Ascl1a and tested the ability of the chimeric proteins to rescue secretory lineages in the *ascl1a-/-* mutant. Fig 2 displays the structure of the different chimeric proteins (Tg1 to Tg8) with a summary of their biological activities as shown in detail below. Replacing the N-terminal domain containing the basic domain (b) or the bHLH of Neurod1 by the corresponding region of Ascl1a (constructs Tg3: b^A^-HLH-Cterm^ND^ and Tg4: bHLH^A^-Cterm^ND^) results in proteins with rescuing capacities equivalent to those of the wild-type Neurod1 protein i.e. able to rescue the EECs in *ascl1a-/-* larvae but not the *agr2+* goblet cells (Fig 3D and 3E, quantification on 3H). In contrast, the Tg5 (b^ND-^HLH-Cterm^A^) construct, which contains the basic domain of Neurod1 and the HLH and the C-terminal domain of Ascl1a, displays similar properties as wild-type Ascl1a i.e. the capacity to rescue goblet cells but not EECs (compare Fig 3F with 3B). All these data, summarized in Fig 2 (column 2 and 3, lanes Tg1 to Tg5), indicate that the elements crucial for rescuing EECs are present in the C-terminal region of Neurod1. Protein sequence alignment of this region from different vertebrate species reveals the presence of an evolutionary conserved domain of 41 amino-acids (aa) which is present in all vertebrate Neurod family members (Fig 4) but is not found in the other ARP/Ascl factors. This domain, whose function is so far unknown, was named ECD for Evolutionarily Conserved Domain. The ECD domain, directly flanked by the bHLH on its N-terminal side and by the transactivation domains on its C-terminal side (Fig 4), contains in its centre a 19-aa ultra-conserved element (UCE). Interestingly, we found that the insertion of this ECD domain in Ascl1a (Tg6) completely abolishes its capacity to rescue the goblet cells and, inversely, allows the rescue of EECs (Fig 5B–5B’, quantification on 5E–5F). These data demonstrate that the ECD is a crucial region for the specific biological activity of Neurod1 that represses goblet cell fate. This was further confirmed by deleting the ECD or the smaller UCE domain in Neurod1 (Neurod1^ΔECD^ (Tg8) or Neurod1^ΔUCE^ (Tg7)) that lead to a full rescue of the goblet cells (Fig 5C’, 5D’ and 5F) while these two transgenes were still able to trigger the formation of EECs (Fig 5C, 5D and 5E).

**Fig 2:**
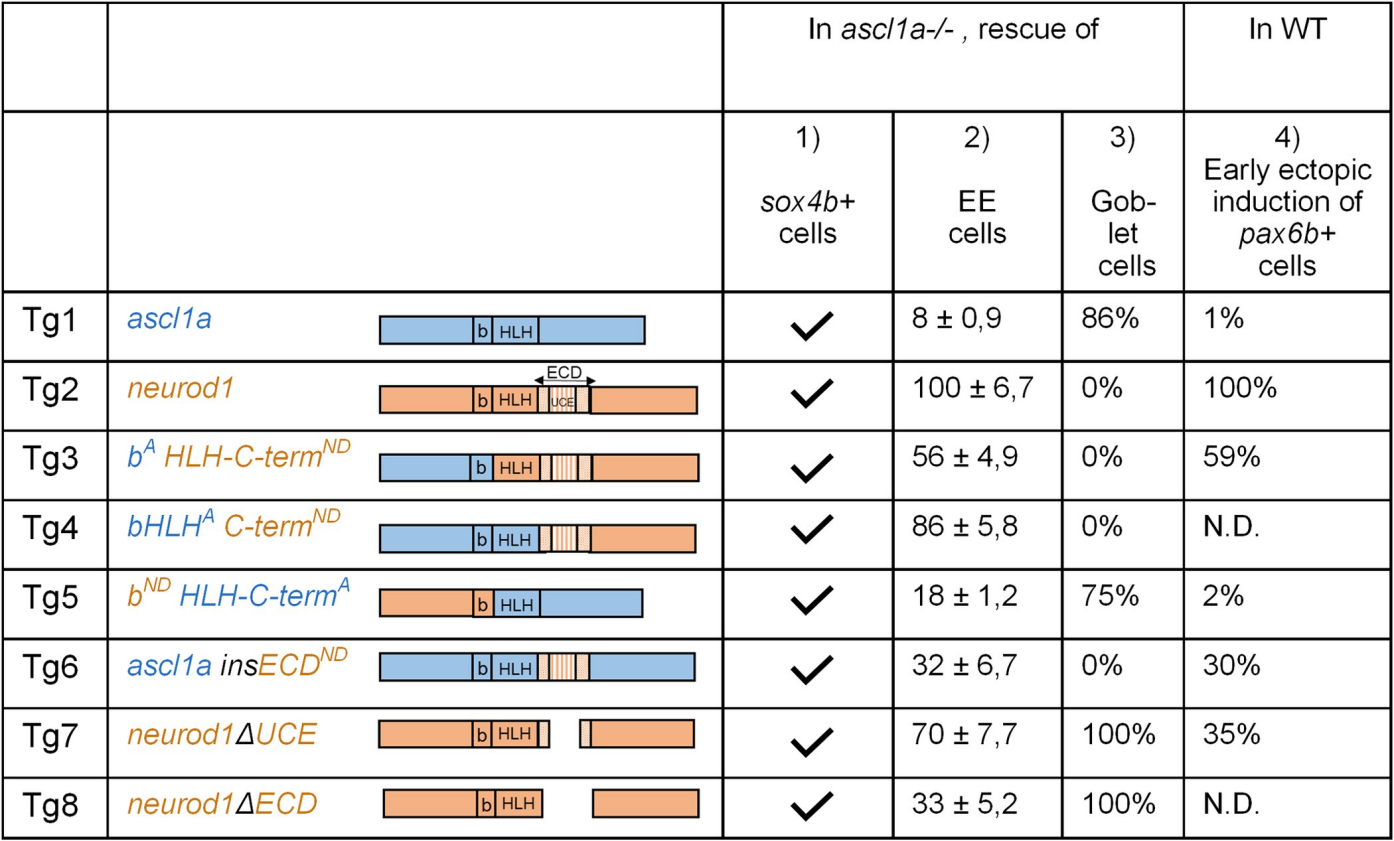
Summary of the rescuing and inducing capacities of Ascl1a, Neurod1 and the chimeric Ascl1a/Neurod1 proteins. **Left part**: Schematic representation of the different transgenes used in this study. **Column 1**: As indicated by a √ sign, Tg1 to Tg8 are all able to rescue *sox4b* at 55 hpf in the *ascl1a-/-* larvae, heat-shocked at 36 and 46 hpf (data from Fig 1). **Column 2**: Comparison of EEC rescuing capacities of Tg1 to Tg8, compared to Tg2 (Neurod1), arbitrarily set to 100%. *ascl1a-/-* larvae were heat-shocked at 36, 46 and 56 hpf and the number of EECs determined at 96 hpf by FISH. Data from Figs 3 and 5. **Column 3**: Percentage of *ascl1a-/-* larvae showing a rescue of goblet cells at 96 hpf upon the expression of Tg1 to Tg8, induced by 3 heat-shocks at 36, 46 and 56 hpf. Data from Figs 3 and 5 **Column 4**: Comparison of capacities of Tg1 to Tg8 to induce *pax6b+* cells in wt larvae compared to Tg2 (Neurod1), arbitrarily set to 100%. Larvae were heat-shocked at 48 and 58 hpf and the number of *pax6b+* cells determined at 56 hpf by FISH. Data from S4 Fig. N.D.: not done.

**Fig 3:**
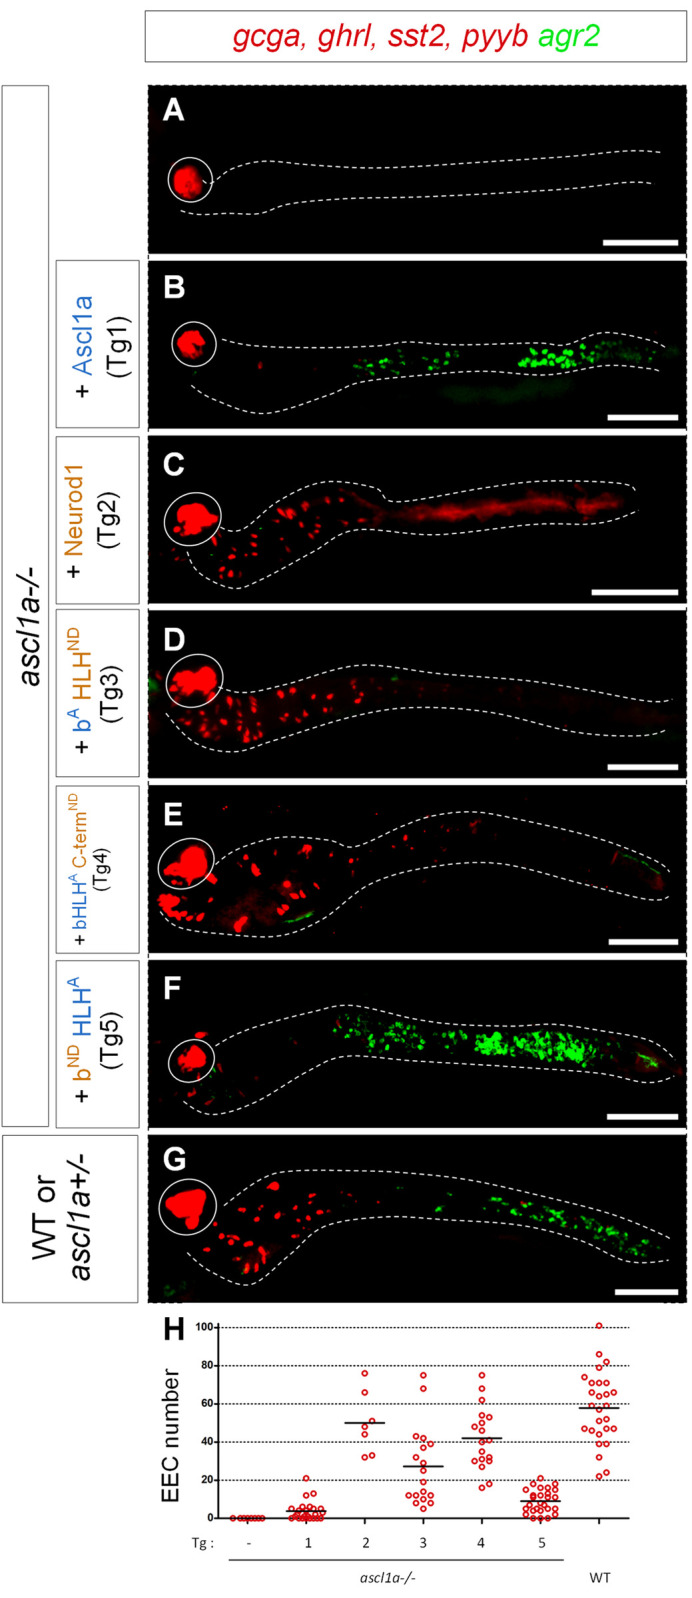
Analysis of rescuing capacities of chimeric Neurod1/ Ascl1a proteins in *ascl1a-/-* larvae. **A-G:** FISH performed at 96 hpf with the *agr2* probe revealed in green and a mix of hormones probes (*ghrl*, *pyyb*, *gcga and sst2)* revealed in red on *ascl1a -/-* larvae without (A) or with Tg1 to Tg5 transgenes (B to F) and on sibling control embryos (G). All the larvae have been heat-shocked at 36, 46 and 56 hpf. The transgenic line used is indicated on the left part of the figure as well as the genotype of the larvae; the *ascl1a*^-/-^ larvae were identified by the loss of the pituitary *prl* expression (not shown). All views are ventral with the anterior part to the left and represent confocal projection images. The pancreas is encircled while the location of the gut, visualised with a DAPI staining (not shown), is delimited by dashed lines. Scale bar: 100μm. **H:** Quantification of the number of *ghrl+/pyyb+/gcga+/sst2+* EEC detected in conditions A to G counted under a fluorescent microscope.

**Fig 4:**
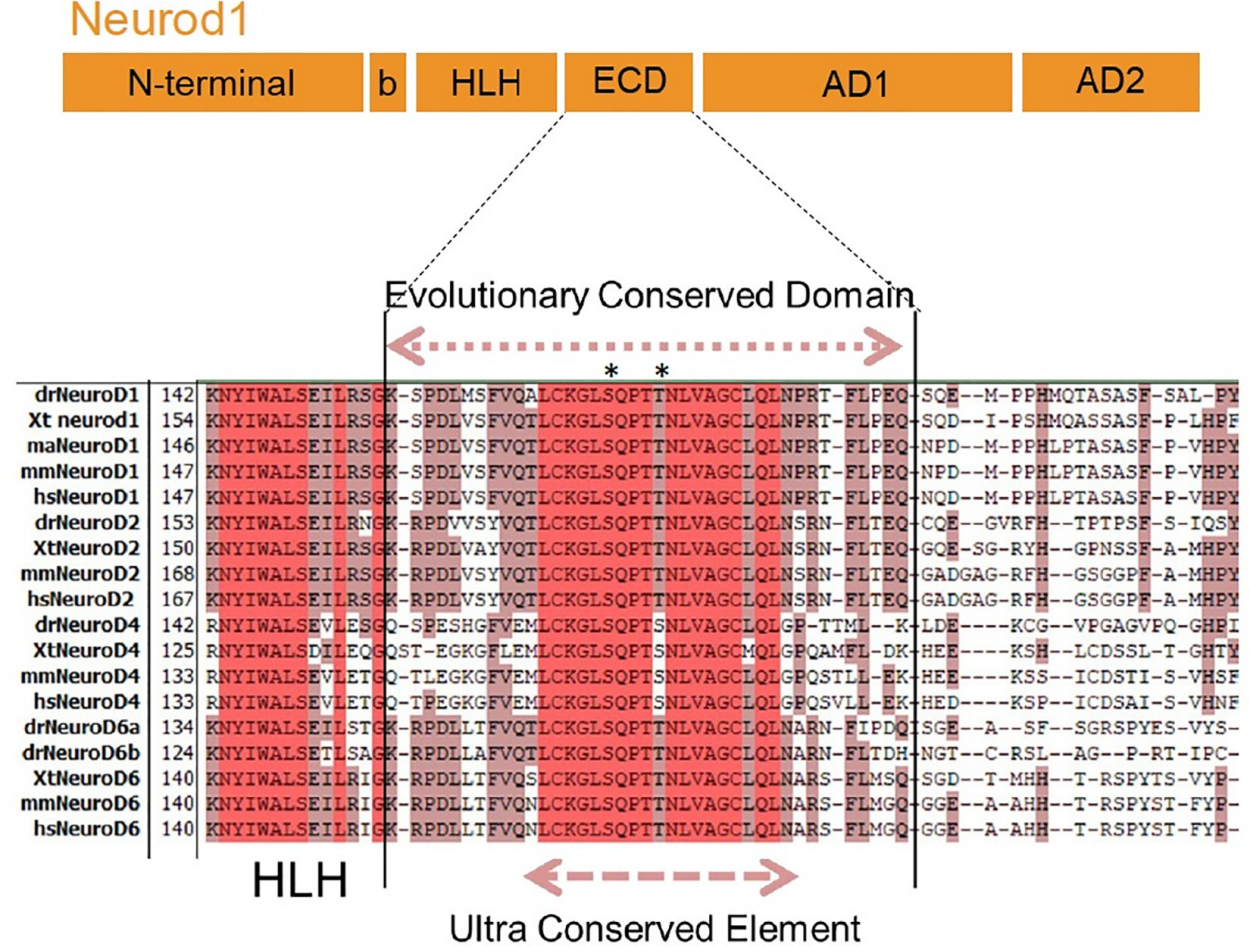
Neurod1 contains a domain evolutionarily conserved in all vertebrate Neurod family members. **Upper part:** Schematic representation of dr-Neurod1 showing the 12aa basic domain (b), the 45aa helix-loop-helix (HLH) domain, the 41aa evolutionary conserved domain (ECD) and the two transactivation domains (AD1 and AD2). **Lower part**: Alignment of vertebrate Neurod proteins highlighting the ECD and the 19aa ultra conserved elements (UCE). The potential phosphorylation site for the Serine/threonine protein kinases ATM/ATR/DNA-PK (S172 in dr-Neurod1) is indicated by an asterisk. The presence of a conserved S or T at aa176 in dr-Neurod1, highly suggestive of a site of phosphorylation for an unidentified serine/threonine protein kinase, is also indicated by an asterisk.

**Fig 5:**
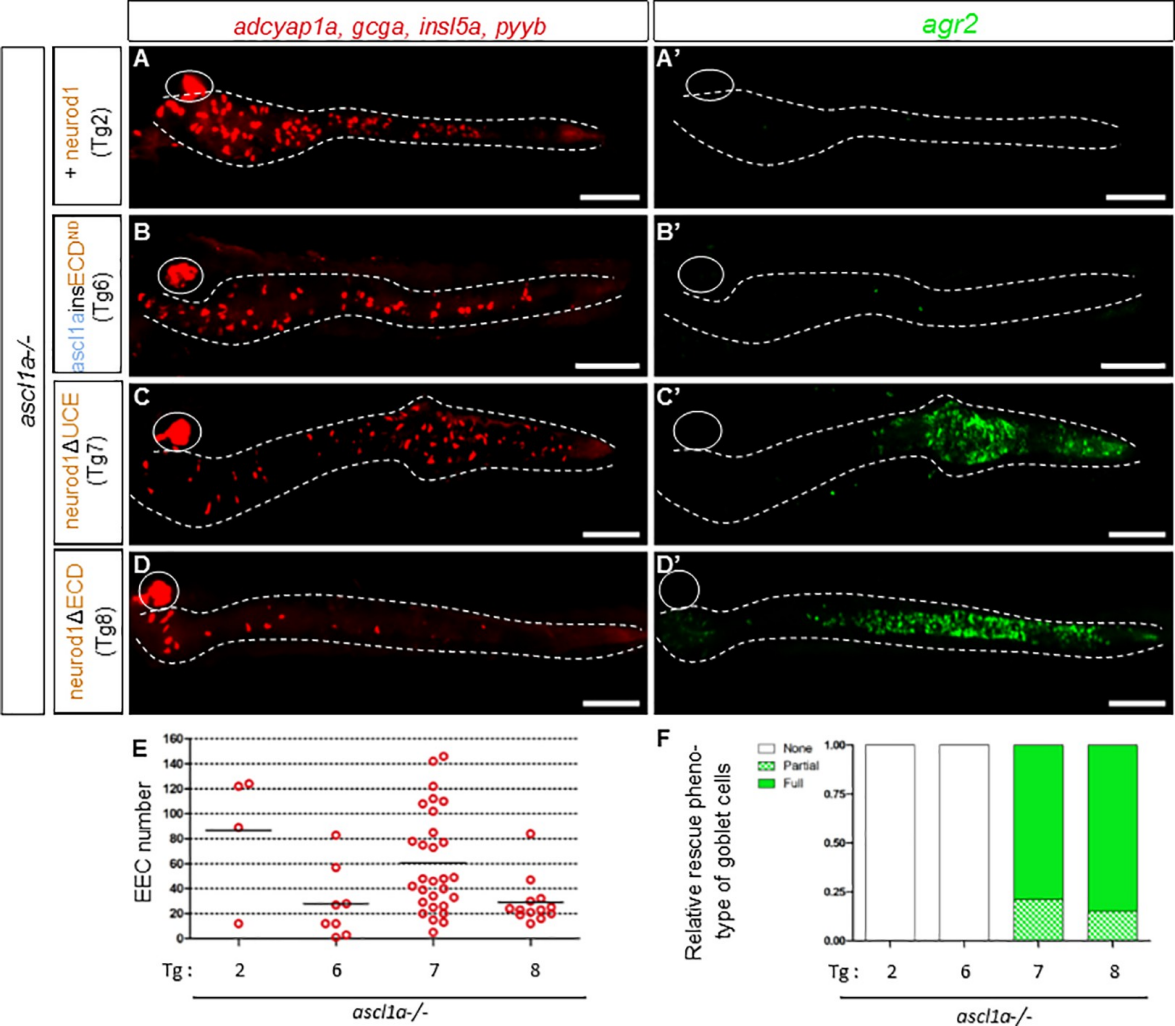
The ECD domain of Neurod1 represses goblet cell fate. **A-D**: FISH performed at 96hpf with a mix of hormones probes (*adcyap1a*, *gcga*, *insulin-like5a (insl5a) and pyyb)* revealed in red and with the *agr2* probe revealed in green **(A’-D’)** on *ascl1a-/-* transgenic embryos heat-shocked at 36, 46 and 56hpf. The transgenic line used is indicated on the left part of the figure. All views are ventral with the anterior part to the left and represent confocal projection images. The pancreas is encircled while the location of the gut, visualised with a DAPI staining (not shown), is delimited by dashed lines Scale bar: 100 μm. **E:** Number of EEC rescued cells in the gut when inducing the different transgenes (Tg2, Tg6 to Tg8) in *ascl1a*^*-/-*^ larvae **F:** Percentage of larvae showing no, partial or full rescue of goblet cells when inducing the different transgenes (Tg2, Tg6 to Tg8) in *ascl1a-/-* larvae. The larvae expressing *agr2* at a level similar to wt or higher were classified as “Full rescue” while larvae with lower expression of *agr2* compared to wt were classified as “partial rescue”. Larvae without *agr2* expression were classified as “no rescue”.

All these data, summarized in Fig 2 (columns 2 and 3), indicate that the UCE of Neurod1 functions primarily as a repressor of goblet cell fate in the context of intestinal cell differentiation.

### RNAseq transcriptome profiling of the genes regulated by Neurod1, Neurod1^ΔECD^, Neurod1^ΔUCE^ and Ascl1a

To further decipher Neurod1 mechanisms of action and the role of its ECD domain, we next determined by RNA-seq the genes regulated by Neurod1 and its deleted forms Neurod1^ΔECD^ and Neurod1^ΔUCE^ compared to Ascl1a. Ideally, such experiments should be performed in the *ascl1a-/-* larvae as described below; however, these experiments are hard to implement as *ascl1a-/-* larvae cannot be morphologically distinguished from their sibling larvae (*ascl1a-/+* and *+/+*) and as homozygous mutants die before reaching adulthood. To circumvent this problem, we took advantage of the fact that the overexpression of Neurod1 in wild-type embryos through heat shocks at 38 and 48 hpf induces the pan-endocrine marker *pax6b* in the gut at 56 hpf (S4C Fig). At that stage pax6b is not yet detected in the gut of non-transgenic embryos as *pax6b* expression onset in the intestine is around 60 hpf [16] (S4A Fig). Furthermore, we observed that constructs Tg3, Tg6 and Tg7 were also able to induce *pax6b* expression earlier albeit at lower levels compared to Neurod1 (S4D, S4F and S4G Fig, quantification on S4H). This is concordant with the reduced capacity of these chimeric constructs to restore EECs in *ascl1a-/-* mutant embryos (Fig 2, compare columns 2 and 4). In contrast, the Tg1 (Ascl1a) or Tg5 transgenes, not able to rescue EEC in *ascl1a-/-*, are not able either to induce *pax6b+* cells (S4B and S4E Fig). All these data, summarized on Fig 2 (column 4), indicate that RNA-seq profiling on the gut of wild-type transgenic embryos should allow the identification of genes specifically regulated by Neurod1 and its deleted forms. As the induction of *pax6b* expression was already observed at 52 hpf in about 75% of the embryos, we performed the RNA-seq at this stage in order to minimize the number of indirect targets of Neurod1.

Practically, the endodermal reporter line Tg(*sox17*:*dsred*) was crossed with the transgenic lines for Ascl1a (Tg1), Neurod1 (Tg2), Neurod1^ΔUCE^ (Tg7) and Neurod1^ΔECD^(Tg8). The double transgenic embryos were heat-shocked at 38 and 48 hpf as well as the simple transgenic Tg(*sox17*:*dsred*) embryos used as control. At 52 hpf, the trunk of about 150 embryos was dissected, the cells dissociated and the *dsred*^+^ endodermal cells isolated by Fluorescence-Activated Cells Sorting (FACS). The RNA-seq were performed at least in triplicates for each construct as previously described [16].

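Reads were counted in 16 libraries of sorted endodermal cells, 3 from control embryos, 3 with Ascl1a, 4 with Neurod1, 3 with Neurod1 ΔUCE and 3 with Neurod1 ΔECD. The transgenes are expressed from the heat-inducible *hsp70l* promoter, and control embryos received the same heat shocks at 38 and 48 hpf. The authors trimmed the reads, mapped them with STAR to the zebrafish genome GRCz11 and deposited the number of reads counted on each of 31902 features, without normalization. Only reads that overlap a single gene are counted in this way. Total counts per library ranged from 8364374 to 17409725 with Ascl1a (median 10393304), from 11278779 to 17145056 with Neurod1 (median 13852710), from 9503360 to 16079588 with Neurod1 ΔUCE (median 11373952), from 11895336 to 22301304 with Neurod1 ΔECD (median 19101090) and from 11514570 to 16144085 in controls (median 12110205). A gene with 3 counts, taken as the floor of detection, stands at 0.135 to 0.359 CPM in these libraries. The libraries carry no molecular identifiers, so this floor covers counting error only. The correlation of log2 CPM between replicates was lowest among the Neurod1 ΔUCE libraries (Pearson's r from 0.779 to 0.868) and highest among the Neurod1 libraries (0.9 to 0.943). Replicates differed by more than sampling noise in each group (chi-square per degree of freedom of at least 56.6), where the spread was set against counting error alone. Each library was kept as 1 replicate. Counts were normalized with edgeR's TMM method, and the 18911 genes that passed edgeR's filter on low counts were tested in 1 quasi-likelihood fit of all 16 libraries. Values are given as TMM-normalized CPM, and DE genes are those with a Benjamini-Hochberg FDR of at most 0.1, as in the paper.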

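The transgenes were first looked for in each library. The *ascl1a* reading frame was counted at 28.0 to 263 CPM in the Ascl1a libraries and at 2.71 CPM or less in the other libraries. The feature that the authors built for the region of *neurod1* carried by the transgene was counted at 19.0 to 53.9 CPM with Neurod1, at 3.95 to 7.33 CPM with Neurod1 ΔECD and at 0.118 to 1.09 CPM in controls. With Neurod1 ΔUCE, it was at 1190.0 CPM in replicate 1 and at 1.52 and 1.69 CPM in the other replicates, close to the highest control. According to the paper, reads mapping to both this feature and the endogenous *neurod1* gene were left out. A low count of the feature therefore does not show by itself that the transgene was absent. The feature was also counted in the Ascl1a libraries, at 21.8 to 177 CPM.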

The comparison of the RNA-seq data revealed 104 differentially expressed (DE) genes upon overexpression of Neurod1 compared to control embryos, 79 induced and 25 repressed genes) and 92 Ascl1a-regulated genes (21 induced and 71 repressed genes, False discovery rate (FDR) ≤ 0,1) (S1A and S1B Table). 

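With edgeR's quasi-likelihood test, 8 genes passed the FDR of 0.1 between Neurod1 and control libraries, and all 8 were higher with Neurod1. These were *pax4*, *insm1b*, *tdgf1*, *grn1*, *plxdc1*, *anxa4*, *krt1-c5* and ENSDARG00000097169. As an example, *tdgf1* (ENSDARG00000035095) was at 10.6 ± 2.03 (SD, n = 4) CPM with Neurod1 and 0.635 ± 0.341 (SD, n = 3) CPM in controls, a log2 fold change of 4.03 (standard error 0.60, FDR 0.0208 with edgeR, range over the alternatives 9.41e-13 to 0.219). Between Ascl1a and control libraries, 3 genes passed, with ENSDARG00000097169 higher and *rnf220b* and *ntn1a* lower. *ntn1a* (ENSDARG00000105112) fell from 36.8 ± 30.5 (SD, n = 3) to 1.99 ± 1.14 (SD, n = 3) CPM (log2 fold change -4.18, standard error 0.68, FDR 0.095 with edgeR, range 2.5e-07 to 0.789), and *rnf220b* (ENSDARG00000075183) was at least 7.64-fold lower, with no count in any Ascl1a library. At an unadjusted p under 0.05 there were 803 genes for Neurod1 and 1156 for Ascl1a. Chance alone would give a share of 0.05 of the 18911 tested genes, which is above the first number and below the second. DESeq2, the tool named in the paper's methods, called 112 genes for Neurod1 (85 higher and 27 lower) and 91 for Ascl1a (22 higher and 69 lower) in a fit of all libraries. DESeq2 on only the groups compared, an alternative chosen after the data were seen, called 324 and 221. Of the 104 genes of S1A Table, 103 were tested with edgeR, and all 103 had the direction given by the paper, as did all 90 tested genes of the 92 in S1B Table. When the adjustment was made over each list alone, 103 and 90 genes passed with edgeR, which shows no stability, because the lists were called on these libraries.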

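Between the Neurod1 and the Ascl1a libraries, 7 genes passed the FDR of 0.1 with edgeR, all higher with Neurod1, and 1016 genes had an unadjusted p under 0.05. Of the 7 genes, *pax4*, *insm1b* and *grn1* had also passed against controls. The 4 additional genes were *tmem63c*, *kif19*, *CA4 (1 of many)* and ENSDARG00000098465. *kif19* (ENSDARG00000053026) was at 19.5 ± 8.52 (SD, n = 4) CPM with Neurod1 and 2.00 ± 0.483 (SD, n = 3) CPM with Ascl1a (log2 fold change 3.26, standard error 0.47, FDR 0.0381 with edgeR, range over the alternatives 4.41e-09 to 0.185). In controls *kif19* was at 12.8 ± 6.60 (SD, n = 3) CPM. The controls overlapped the Neurod1 libraries and lay above all Ascl1a libraries, so this difference came mainly from low values with Ascl1a. With DESeq2, 158 genes passed, 116 higher and 42 lower with Neurod1, and 96 of the 158 had not passed against controls.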

The direct comparison of Neurod1- versus Ascl1a-induced samples identifies 98 additional DE genes (Fig 6A). These 279 DE genes, listed in S1C Table, were plotted according to the level of regulation by Neurod1 or Ascl1a (Fig 6B). This figure highlights that most of the DE genes regulated by Neurod1 (in orange) are induced while Ascl1a-DE genes (in blue) are mainly repressed by Ascl1a. 

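Of the DE genes found with edgeR, 100.0% were higher with Neurod1 than in controls (8 of 8) and 33.3% were higher with Ascl1a (1 of 3). This difference did not pass 0.05 (two-sided Fisher's exact test, p = 0.0545). Among the DE genes found with DESeq2 the shares were 75.9% and 24.2% (Fisher's exact test, p = 1.54e-13). Both tests are across genes, which are not independent replicates.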

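No read of *pax4* (ENSDARG00000021336) was counted in any control or Ascl1a library, while the Neurod1 libraries were at 11.2 to 96.4 CPM with a mean of 40.3 ± 39.2 (SD, n = 4). Set against the floor of 3 counts, *pax4* was at least 155-fold higher than in controls (FDR 0.0202 with edgeR's quasi-likelihood test, range over the alternatives 1.75e-13 to 0.239) and at least 112-fold higher than with Ascl1a (FDR 0.0381, same edgeR test, range 5.39e-12 to 0.266). *insm1b* (ENSDARG00000053301) was at 227 ± 96.7 (SD, n = 4) CPM with Neurod1, 18.8 ± 11.1 (SD, n = 3) CPM with Ascl1a and 17.7 ± 4.52 (SD, n = 3) CPM in controls. Its log2 fold change between Neurod1 and control was 3.68 (standard error 0.57, FDR 0.0208 with edgeR, range 1.99e-14 to 0.244) and stayed within 3.49 to 3.91 when each library was left out in turn. Of these 7 fits, 4 passed the FDR of 0.1 with edgeR. For *rfx6* (ENSDARG00000041702) the means were 27.6 ± 22.4 (SD, n = 4), 0.384 ± 0.562 (SD, n = 3) and 0.304 ± 0.407 (SD, n = 3) CPM in the same order. *insm1a* (ENSDARG00000091756) was at 111 ± 58.9 (SD, n = 4), 13.2 ± 8.51 (SD, n = 3) and 17.5 ± 9.14 (SD, n = 3) CPM. All Neurod1 libraries were above all controls for both genes, which shows little, as the paper called them on these libraries, and neither passed with edgeR (FDR 0.355 and 0.241). With DESeq2 both did (FDR 5.43e-05 for *rfx6* and 0.000474 for *insm1a*), within ranges over the alternatives of 5.43e-05 to 1 and 4.22e-05 to 1.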

All these comparisons highlighted several genes regulated only by NeuroD1, such *pax4*, *rfx6*, *insm1a/b*, genes reported to be direct targets of Neurod1 in human insulinoma cell line [17], therefore validating our experiments (Fig 6B). GO analyses of Neurod1-regulated genes compared to wild-type reveal that the highest enrichment is seen for “endocrine pancreas development” with a list of 10 genes (FDR = 1.1 E-11). This endocrine gene set includes in addition to *pax4*, *rfx6* and *insm1a/b*, *pax6b*, *nkx2*.*2a*, *c2cd4a* and *tmsf4a* (Fig 6C, panel 1). 

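Further genes of the set were also higher in every Neurod1 library than in every control. *nkx2.2a* (ENSDARG00000053298) rose from 1.42 ± 1.79 (SD, n = 3) to 35.7 ± 29.0 (SD, n = 4) CPM, *c2cd4a* (ENSDARG00000061416) from 0.915 ± 0.807 (SD, n = 3) to 9.49 ± 3.88 (SD, n = 4) CPM and *pax6b* (ENSDARG00000045936) from 2.53 ± 2.00 (SD, n = 3) to 19.1 ± 9.88 (SD, n = 4) CPM. *tm4sf4* (ENSDARG00000040747) rose from 136 ± 13.4 (SD, n = 3) to 538 ± 250.0 (SD, n = 4) CPM and *sox4b* (ENSDARG00000098834) from 33.9 ± 11.6 (SD, n = 3) to 152 ± 113 (SD, n = 4) CPM. Their log2 fold changes, from 1.98 for *tm4sf4* to 4.61 for *nkx2.2a*, had FDRs of 0.313 to 0.797 with edgeR. With DESeq2, all 10 genes of the set passed. With edgeR, 2 of the 10 passed when the adjustment was over all genes tested, and 10 when it was over the 10 genes alone, which shows no stability, since the set came from calls on these libraries.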

Identifying pancreatic genes expressed in the intestine is not surprising as pancreatic and intestinal endocrine cells share regulatory programs [16]. 

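The authors counted the endogenous *neurod1* gene (ENSDARG00000019566) apart from the region carried by the transgene. It was at 40.2 ± 20.4 (SD, n = 4) CPM with Neurod1 and 2.26 ± 2.13 (SD, n = 3) CPM in controls, a 17.8-fold difference of the means, and the groups did not overlap. The log2 fold change was 4.13 (standard error 1.13) and lay within 3.56 to 4.95 when each library was left out. Its FDR was 0.579 with edgeR's quasi-likelihood test and 0.00724 with DESeq2, in a range of 0.00724 to 1 over the alternatives.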

Neurod1 overexpression also significantly induces the expression of the endogenous *neurod1* gene as visualized by the drastic increase (17.5-fold) of the reads spanning the 3’UTR of *neurod1* (not present in the Tg2 construct). 

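In the Ascl1a libraries, the 10 genes had a mean fold of 1.34 ± 0.47 (SD of the library means, n = 3) over controls, computed on CPM with a pseudocount of 1. The fold of single genes ranged from 0.77 to 2.05. The mean log2(CPM + 1) over the 10 genes, used as a score of the set, was 2.88 ± 0.5 (SD, n = 3) with Ascl1a and 2.58 ± 0.42 (SD, n = 3) in controls, a difference of 0.30 that lies within the spread of the replicates (two-sided exact permutation test, p = 0.5, where 0.1 is the smallest p that 3 libraries against 3 allow). None of the 10 genes passed with edgeR or with DESeq2, whether the adjustment was over all genes or over the set alone. With Ascl1a, 8 of the 10 genes were higher than in controls and 1 was lower. For *tm4sf4* all Ascl1a libraries (224 to 324 CPM) were above all controls (121 to 148 CPM). Chance gives no overlap in either direction for 10.0% of genes.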

As shown in Fig 6C, panel 1, these 10 genes are not induced by Ascl1a, confirming the unique capacity of Neurod1 to efficiently induce the EE program. 

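With edgeR, ENSDARG00000097169 was the 1 gene that passed against controls both with Neurod1 and with Ascl1a. It was at 40.2 ± 8.93 (SD, n = 3) CPM with Ascl1a and 7.53 ± 1.66 (SD, n = 3) CPM in controls (log2 fold change 2.42, standard error 0.37, FDR 0.0921 with edgeR), and its log2 fold change with Neurod1 was 2.54. With DESeq2, 18 genes passed in both comparisons, and all 18 changed in the same direction. Both comparisons share the same controls (n = 3), so a deviation of the controls alone would move a gene in the same direction in both. The common direction therefore does not show common regulation.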

The comparison of Ascl1a and Neurod1 regulated genes versus Ctrl reveals a small overlap of 15 genes (Fig 6A), all being regulated in the same way and with a similar amplitude by Neurod1 and Ascl1a (Fig 6B, genes shown as black dots). This common gene set includes f*ev*, a transcription factor highly induced by both factors (>10 fold). 

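*fev* (ENSDARG00000009242) was at 8.17 ± 4.06 (SD, n = 4) CPM with Neurod1, 5.42 ± 7.25 (SD, n = 3) CPM with Ascl1a and 0.471 ± 0.221 (SD, n = 3) CPM in controls, so the means were 17.4-fold and 11.5-fold above controls. With Ascl1a the SD exceeded the mean, and the lowest library was at 1.12 CPM, still above the highest control at 0.707 CPM. Leaving out each library moved the log2 fold change with Ascl1a from 1.37 to 3.95. With edgeR, the FDR was 0.405 for Neurod1 and 0.795 for Ascl1a. With DESeq2, it was 0.00182 and 0.0648 (ranges over the alternatives 3.94e-08 to 1 and 0.0648 to 0.991).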

Fev has been reported to be highly expressed at early stage in the EEC lineage that will give rise to the Tac1+ cells [18]. The direct comparison of Ascl1a and Neurod1 RNA-seq data identifies 159 DE genes that includes several DE identified above (61 genes) but also highlights additional genes which are mostly induced by Neurod1 and repressed by Ascl1a (Fig 6B, green dots). This is the case notably for *crabp1* and *greb1l*, two important actors for retinoic acid signalling and for *runx1t1*, involved in the EEC differentiation of K, I and D lineage[18] (Fig 6C, panel 2). This list includes also several Notch ligands as Neurod1 activate *deltaB (dlb)*, *deltaC (dlc)* and *delta-like 4 (dll4)* while Ascl1a represses the expression of *dlb* and *dll4* suggesting an inverse regulation of Delta/Notch signalling by Ascl1a and Neurod1.

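*crabp1b* (ENSDARG00000035904) was at 122 ± 76.7 (SD, n = 4) CPM with Neurod1, 4.10 ± 3.52 (SD, n = 3) CPM with Ascl1a and 28.4 ± 31.2 (SD, n = 3) CPM in controls. Between Neurod1 and Ascl1a its log2 fold change was 4.86 (standard error 0.97, FDR 0.187 with edgeR and 2.23e-06 with DESeq2, range over the alternatives 3.18e-10 to 0.707). The controls spread widely and overlapped both groups. *greb1l* (ENSDARG00000039196) was at 144 ± 51.2 (SD, n = 4), 52.4 ± 5.11 (SD, n = 3) and 77.8 ± 22.6 (SD, n = 3) CPM in the same order, with all Neurod1 libraries above all Ascl1a libraries but an FDR of 0.696 with edgeR and 0.21 with DESeq2 (range 0.0167 to 1). *greb1l* passed with DESeq2 on only the groups compared (FDR 0.0167), an alternative chosen after the data were seen. *runx1t1* (ENSDARG00000003680) was at 19.2 ± 11.7 (SD, n = 4), 5.11 ± 3.48 (SD, n = 3) and 9.98 ± 4.17 (SD, n = 3) CPM. Its Neurod1 and Ascl1a libraries overlapped (FDR 0.626 with edgeR and 0.0958 with DESeq2, range 0.0958 to 1). Against controls, all 3 genes were higher with Neurod1 and lower with Ascl1a in their means, and none of these differences passed with either tool.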

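*dlb* (ENSDARG00000004232) was at 76.7 ± 34.4 (SD, n = 4) CPM with Neurod1, 5.06 ± 4.69 (SD, n = 3) CPM with Ascl1a and 23.3 ± 22.4 (SD, n = 3) CPM in controls. *dll4* (ENSDARG00000070425) was at 40.7 ± 27.3 (SD, n = 4), 1.93 ± 2.42 (SD, n = 3) and 4.52 ± 4.60 (SD, n = 3) CPM, and *dlc* (ENSDARG00000002336) at 75.8 ± 21.1 (SD, n = 4), 48.6 ± 18.1 (SD, n = 3) and 32.9 ± 6.87 (SD, n = 3) CPM. Between Neurod1 and Ascl1a, the log2 fold change was 3.89 for *dlb* and 4.33 for *dll4* (standard errors 0.85 and 0.95, FDR 0.238 for both with edgeR). With DESeq2 both passed in this comparison (FDR 0.000165 and 0.000111, ranges over the alternatives 5.76e-06 to 0.803 and 1.35e-05 to 0.777). Against controls, the log2 fold change with Ascl1a was -2.18 for *dlb*, -1.18 for *dll4* and 0.56 for *dlc*, and none of the 3 passed with edgeR or DESeq2. These values depended on single libraries. When each library was left out, they lay within -3.14 to -1.01 for *dlb*, -3.00 to 0.11 for *dll4* and 0.23 to 0.78 for *dlc*. With Neurod1 against controls, *dll4* passed with DESeq2 only (FDR 0.0289, range 0.000744 to 1), and *dlb* and *dlc* with neither tool. *dlc* passed with DESeq2 on only the groups compared (FDR 0.03), an alternative chosen after the data were seen, and all Neurod1 libraries were above all controls for it. Chance gives no overlap, in either direction, for 5.7% of genes. For *dlb* all Ascl1a libraries were below all controls, where chance gives no overlap in either direction for 10.0% of genes.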

**Fig 6:**
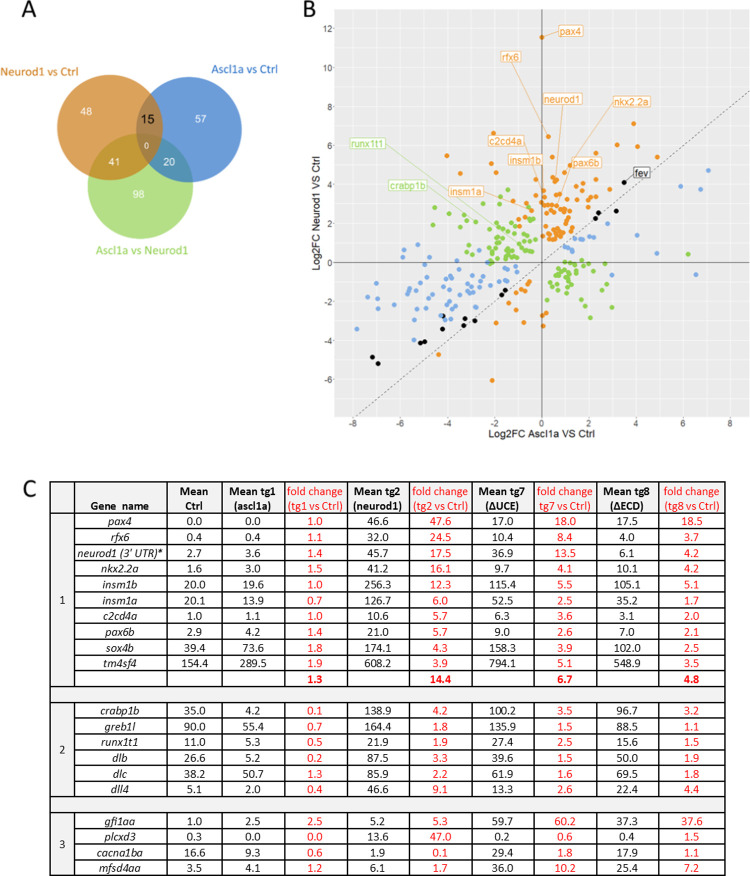
Comparison of the differentially expressed genes. **A:** Venn diagram showing the differentially expressed genes for Neurod1 (Tg2) and for ascl1a (Tg1) compared to Ctrl and for Ascl1a vs Neurod1 (FDR ≤ 0,1). **B**: Plot showing the log2 Fold Change after overexpression of Ascl1a (Tg1) (x-axis) and Neurod1 (Tg2) (y-axis) compared to Ctrl embryos for the 209 DE genes. Genes in blue represent significant Ascl1a DE, in orange, Neurod1 DE and genes in black correspond to genes significantly DE in both conditions. Genes in green represent the 98 additional DE genes identified through the direct comparison of Neurod1- versus Ascl1a-induced samples. **C:** Expression level of selected DE genes. The expression level (given in normalized CPM) was obtained from the RNA-seq data from Ctrl or hsp70l transgenic lines for Ascl1a (Tg1), Neurod1 (Tg2), Neurod1^ΔUCE^ (Tg7) and Neurod1^ΔECD^ (Tg8) embryos, all heat-shocked at 38 and 48 hpf and harvested at 52 hpf. The values are the expression mean of at least triplicate samples. **Panel 1:** Expression level for the 10 “endocrine pancreas development” genes. **Panel 2**: Expression level of selected genes differentially regulated by Neurod1 compared to Ascl1a. **Panel 3.** Expression level of selected genes differentially regulated by Neurod1^ΔUCE^ and Neurod1^ΔECD^ compared to Neurod1.

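All 10 genes of the set had higher means with Neurod1 ΔUCE and with Neurod1 ΔECD than in controls. *pax4*, without a count in controls, was at 15.4 ± 11.7 (SD, n = 3) CPM with Neurod1 ΔUCE (at least 59.3-fold higher, FDR 0.0302 with edgeR's quasi-likelihood test, range over the alternatives 3.12e-09 to 0.462) and 16.7 ± 5.72 (SD, n = 3) CPM with Neurod1 ΔECD (at least 64.0-fold higher, FDR 0.0526 with edgeR, range 7.72e-12 to 0.243). It was the 1 gene of the set to pass in each comparison with edgeR, against 7 genes for Neurod1 ΔUCE and 3 for Neurod1 ΔECD with DESeq2. Over the whole set, the score was 4.84 ± 0.35 (SD, n = 3) with Neurod1 ΔUCE and 4.39 ± 0.14 (SD, n = 3) with Neurod1 ΔECD, above controls by 2.27 and 1.81. All libraries of both forms were above all controls (two-sided exact permutation test, p = 0.1 for each form, the smallest p that the design allows).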

Regarding the deleted versions Neurod1^ΔUCE^ (Tg7) and Neurod1^ΔECD^ (Tg8), both are still able to induce the expression of the 10 genes associated with the “endocrine pancreas development” signature, though less efficiently than the full length Neurod1 (Tg2) (Fig 6C, panel 1). Indeed, the fold induction of each gene is lower for the deleted versions than for Tg2, the mean induction for these 10 genes being 14.4-fold for Neurod1, 6.7-fold for the deleted construct Neurod1^ΔUCE^ and 4.8-fold for the larger deletion Neurod1^ΔECD^ (by comparison, this fold change is 1.3 fold for Ascl1a). 

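Computed on CPM with a pseudocount of 1, the mean fold of the 10 genes over controls was 12.88 ± 8.19 (SD of the library means, n = 4) with Neurod1, 6.21 ± 1.88 (SD, n = 3) with Neurod1 ΔUCE and 4.65 ± 0.51 (SD, n = 3) with Neurod1 ΔECD. Single Neurod1 libraries ranged from 6.53 to 24.21, the Neurod1 ΔUCE libraries from 4.17 to 7.88 and the Neurod1 ΔECD libraries from 4.07 to 5.05. The Neurod1 score was 5.72 ± 0.64 (SD, n = 4). The score of Neurod1 ΔUCE differed from it by -0.87 (two-sided exact permutation test, p = 0.114), with 1 Neurod1 ΔUCE library at 5.21 above the lowest Neurod1 library at 5.12. For Neurod1 ΔECD the difference was -1.33, with all 3 libraries below all 4 Neurod1 libraries (exact permutation test, p = 0.057, the smallest p that 4 libraries against 3 allow). The feature for the *neurod1* transgene was also lower with Neurod1 ΔECD (3.95 to 7.33 CPM) than with Neurod1 (19.0 to 53.9 CPM). With Neurod1 ΔUCE it was at 1190.0 CPM in replicate 1, the library with a score of 5.21, and at 1.52 and 1.69 CPM otherwise. Among the Neurod1 libraries, the highest score of 6.5 came with the lowest value of the feature, 19.0 CPM. Whether transgene level, rather than the deletion, lowered the scores was not tested. The mean of 9 of the 10 genes was lower in both deleted forms than with Neurod1, while that of *tm4sf4* was higher, at 768 ± 424 (SD, n = 3) CPM with Neurod1 ΔUCE and 545 ± 161 (SD, n = 3) CPM with Neurod1 ΔECD. With a pseudocount of 0.1, which moved these folds most, they were 55.78, 22.38 and 20.63.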

The comparison of Neurod1^ΔUCE^ with Neurod1^ΔECD^ RNA-seq data identifies only one DE gene between these 2 conditions (the unknown BX548062.1 gene). This strongly suggests that these deleted mutant proteins have similar transcriptional properties. Therefore, we next compared the combined RNA-seq data for Neurod1^ΔUCE^ and Neurod1^ΔECD^ with Neurod1 and identified 28 DE genes (S1E Table). 

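No gene passed the FDR of 0.1 between the Neurod1 ΔUCE and Neurod1 ΔECD libraries with edgeR's quasi-likelihood test. Of 18911 genes, 597 had an unadjusted p under 0.05, fewer than the share of 0.05 that chance alone would give. With DESeq2, 1 gene passed, lower with Neurod1 ΔUCE. With each form set against controls, edgeR called 11 genes for Neurod1 ΔUCE and 8 for Neurod1 ΔECD, all higher than in controls. *krt1-c5*, *pax4*, *gfi1aa*, *plxdc1*, *anxa4*, *grn1*, *anpepb* and ENSDARG00000097169 were called for both forms. *bckdk*, *selenop* and *si:dkeyp-46h3.2* were called for Neurod1 ΔUCE alone, and did not pass between the forms. Against controls, DESeq2 called genes in both directions, 146 higher and 91 lower for Neurod1 ΔUCE and 57 higher and 16 lower for Neurod1 ΔECD. From the comparison of the forms, the paper proposes that the deleted proteins have similar transcriptional properties, and on this basis it combines their libraries.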

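When the 6 libraries of the deleted forms were combined and compared with the 4 Neurod1 libraries, no gene passed with edgeR. At an unadjusted p under 0.05 there were 744 genes, fewer than the share of 0.05 that chance alone would give. DESeq2 called 29 genes, 21 higher and 8 lower with the deleted forms. Of the 28 genes of S1E Table, 27 were tested with edgeR, and all 27 changed in the direction given by the paper. Adjusted over these genes alone all 27 passed, which shows no stability, as they were called on these libraries. *plcxd3* (ENSDARG00000054794) is an example of a lower gene, at 11.9 ± 7.66 (SD, n = 4) CPM with Neurod1 and 0.149 ± 0.197 and 0.382 ± 0.382 CPM with Neurod1 ΔUCE and Neurod1 ΔECD (SD, n = 3 each). Its log2 fold change was -5.40 (standard error 1.09, FDR 0.459 with edgeR and 0.000733 with DESeq2, range over the alternatives 1.93e-07 to 1).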

Among them, 21 genes are induced by Neurod1^ΔUCE^ and Neurod1^ΔECD^ but not by Neurod1. 

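Among the higher genes, *mfsd4aa* (ENSDARG00000023768) was at 32.9 ± 5.40 (SD, n = 3) CPM with Neurod1 ΔUCE, 23.4 ± 9.77 (SD, n = 3) CPM with Neurod1 ΔECD, 5.58 ± 2.91 (SD, n = 4) CPM with Neurod1 and 3.07 ± 0.43 (SD, n = 3) CPM in controls. All 6 libraries of the deleted forms were above all 4 Neurod1 libraries. Chance gives no overlap, in either direction, for 1.0% of genes, but the gene was named for this difference on these libraries. Its log2 fold change against Neurod1 was 2.33 (standard error 0.54), with an FDR of 0.664 with edgeR, 0.00774 with DESeq2 and 0.0195 with voom (range over the alternatives 3.78e-05 to 1). *cacna1ba* (ENSDARG00000021735) was at 26.2 ± 27.6 (SD, n = 3) and 15.9 ± 14.6 (SD, n = 3) CPM with Neurod1 ΔUCE and Neurod1 ΔECD, 1.72 ± 0.871 (SD, n = 4) CPM with Neurod1 and 14.6 ± 3.09 (SD, n = 3) CPM in controls. The libraries of the deleted forms overlapped those of Neurod1 for this gene (FDR 0.791 with edgeR and 0.00205 with DESeq2, range 0.00205 to 1). *cacna1ba* was lower with Neurod1 than in controls (log2 fold change -3.09, FDR 0.719 with edgeR and 0.0745 with DESeq2, range 8.75e-08 to 1).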

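*gfi1aa* (ENSDARG00000020746) was at 57.7 ± 24.7 (SD, n = 3) CPM with Neurod1 ΔUCE and 35.8 ± 17.6 (SD, n = 3) CPM with Neurod1 ΔECD, against 0.893 ± 0.472 (SD, n = 3) CPM in controls, 2.33 ± 1.50 (SD, n = 3) CPM with Ascl1a and 4.60 ± 3.81 (SD, n = 4) CPM with Neurod1. The means were 64.6-fold and 40.1-fold above controls, with log2 fold changes of 6.03 and 5.34 (standard errors 0.90 and 0.87). Both passed with edgeR's quasi-likelihood test (FDR 0.0251 and 0.0581). Over the alternatives the FDR ranged from 4.9e-18 to 0.173 for Neurod1 ΔUCE and from 1.18e-15 to 0.471 for Neurod1 ΔECD, and 3 and 1 of the 6 fits that left out a library passed. Leaving out each library kept the log2 fold change within 5.79 to 6.52 for Neurod1 ΔUCE and 4.98 to 5.83 for Neurod1 ΔECD. The combined forms were above Neurod1 by a log2 fold change of 3.34 (standard error 0.65), without overlap of the libraries. In that comparison *gfi1aa* did not pass with edgeR (FDR 0.459) and passed with DESeq2 (FDR 9.19e-05, range over the alternatives 9.19e-05 to 1). It was the second gene by p-value with both tools.

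**Figure D1:**
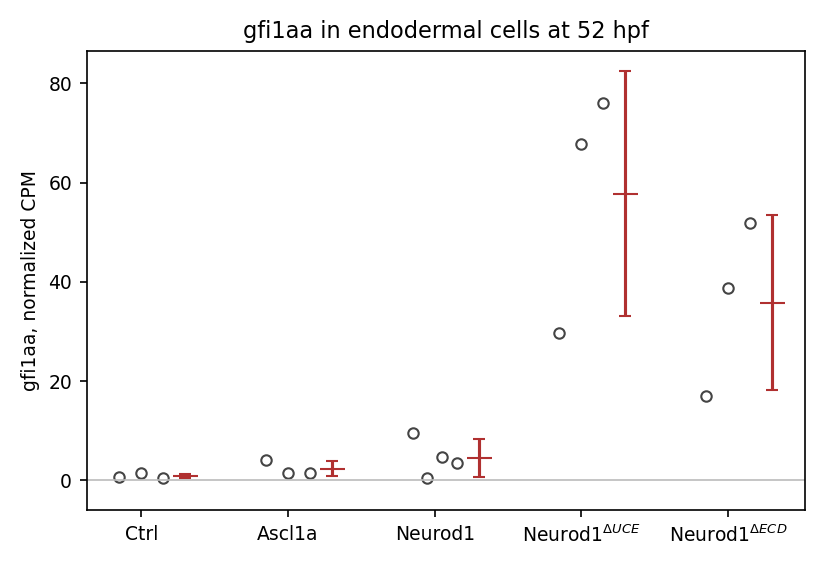
Expression of *gfi1aa* in sorted endodermal cells at 52 hpf, in TMM-normalized CPM on a linear axis, by transgene. Open circles are libraries in the order of their replicate numbers, and the red dash and bars give the mean and SD of each group. The Neurod1 ΔUCE libraries lie at 29.6 to 75.9 CPM and the Neurod1 ΔECD libraries at 17.0 to 51.8 CPM, and the highest of the other libraries, a Neurod1 library, lies at 9.65 CPM.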

Gfi1aa (Growth factor independence 1aa) is the most significant one with an upregulation of 60- and 38-fold in Neurod1^ΔUCE^ and Neurod1^ΔECD^, respectively (Fig 6C, panel 3). In mice, G*fi1* is expressed in goblet cells and is essential for their generation [19]. In zebrafish, *gfi1aa*:*GFP* drives GFP expression in the goblet cells [20]. To validate these RNA-seq data, we next performed *in situ* hybridization. We determined whether *gfi1aa* expression was induced in the gut by Neurod1^ΔUCE^ or Neurod1^ΔECD^ GOF. We found that inducing Neurod1^ΔUCE^ in wild-type embryos by one heat shock at 48 hpf triggered high *gfi1aa* expression in the gut of most embryos (18 out 20) (Fig 7A) while its expression was not detected in control embryos at this stage (n = 4) (Fig 7B). This is also the case for all Neurod1^ΔECD^ GOF embryos (n = 5) albeit at a lesser extent (Fig 7C), while *gfi1aa* was not induced upon Ascl1a GOF (n = 3) (Fig 7D), confirming therefore the RNAseq data.

**Fig 7:**
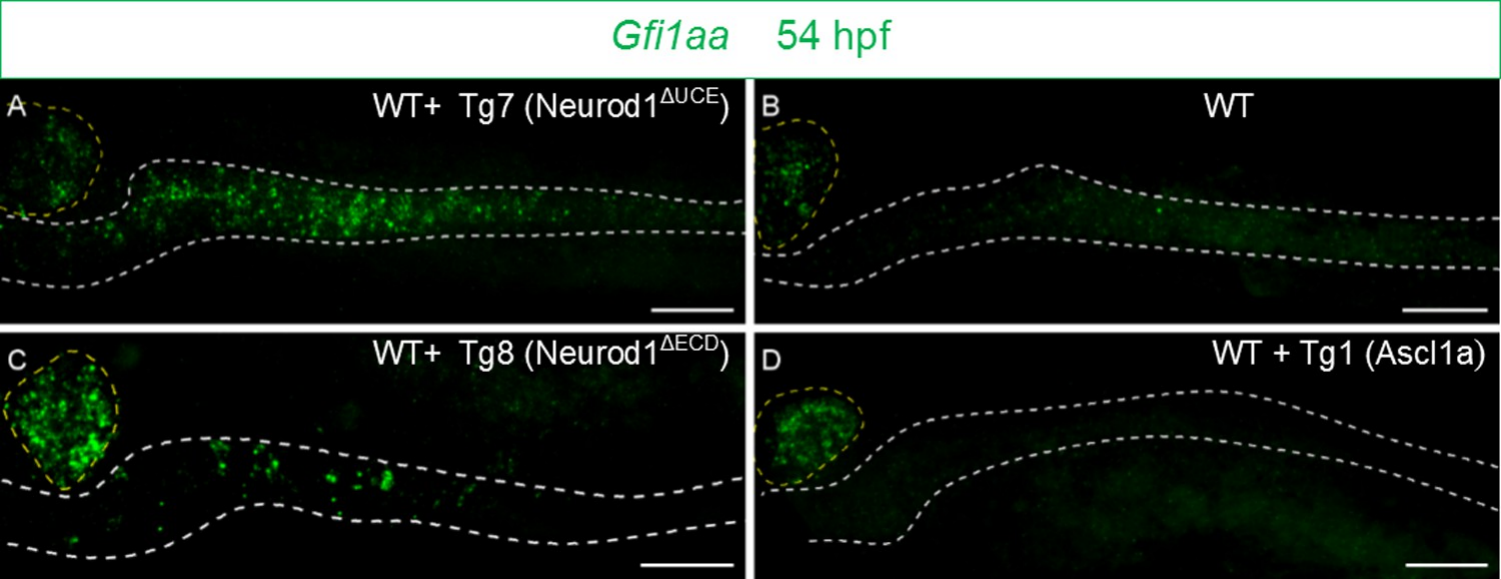
Intestinal *gfi1aa* expression is highly induced by Neurod1^ΔUCE^ and Neurod1^ΔECD^. FISH performed with the *gfi1aa* probe on wild-type **(B)** embryos or carrying the Tg7 (Neurod1^ΔUCE^) **(A),** Tg8 (Neurod1^ΔECD^)(**C**) or Tg1 (Ascl1a) **(D)** transgenes. All the embryos have been heat-shocked at 48 hpf and analysed at 54 hpf. All views are lateral with the anterior part to the left and represent confocal projection images. The pancreas is encircled with yellow dashed lines while the location of the gut, visualised with a DAPI staining (not shown), is delimited by white dashed lines. Scale Bars: 50 μm.

In conclusion, all these RNA-seq data show that Neurod1 and Ascl1a regulate mostly different sets of genes and that the UCE domain is required for the optimal induction of the genes specifically induced by Neurod1. The UCE domain is also required for the repression of the *gfi1aa* gene whose murine orthologue is known to be involved in goblet cell differentiation.

### Neurod1^ΔUCE^ displays an increase of goblet cells and a concomitant reduction of EECs

To validate our GOF experiments indicating an important role of the Neurod1 UCE domain in the secretory cell fate choice, we deleted the UCE in the endogenous *neurod1* gene by crispr/cas9 mutagenesis. We generated the mutant line *neurod1*^*ulg052*^, called here *neurod1*^*ΔUCE*^, harboring a deletion of 81 bp that includes the 19aa of the UCE flanked by 3 and 5 aa of the ECD. The number of goblet cells was determined in *neurod1*^*ΔUCE*^ by labelling with rhodamine dextran-conjugated wheat germ agglutinin (WGA) that interacts with the N-acetylglucosamine of the mucus [21]. A significant increase in the number of goblet cells was detected in the intestine of *neurod1*^*ΔUCE*^ compared to wild-type embryos at 5 dpf (Fig 8A–8C), confirming that the UCE domain of Neurod1 is a repressor of the goblet lineage. This increase of goblet cells was also visualised by an alcian blue staining of microtome serial sections (Fig 8L–8M). Based on our GOF experiments, the deletion of the UCE domain should also reduce the capacity of Neurod1 to induce the endocrine program. To visualise more easily the EECs, the *neurod1*^*ΔUCE*^ mutants were crossed with the transgenic *Tg(pax6b*:*GFP)*^*ulg515Tg*^ line [22] where all EECs are fluorescently labelled. A two-fold reduction of *pax6b*:*GFP* expression was observed in the *neurod1*^*ΔUCE*^ homozygous mutants at 4 and 5 dpf (Fig 8D–8I) confirming the importance of the UCE for inducing the EE program. We analysed further the *neurod1*^*ΔUCE*^ phenotype by determining the EEC transcriptome at 4 dpf of *Tg(pax6b*:*GFP)/neurod1*^*ΔUCE*^ larvae. 

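The EECs were sorted by FACS for *pax6b*:GFP from about 200 larvae per preparation at 4 dpf, and libraries of 3 wild-type and 4 *neurod1* ΔUCE homozygous preparations were analysed. The paper's comparison has 6 wild-type preparations, and the other 3 were not used here. As for the gain-of-function libraries, the authors deposited raw read counts, here for 31901 features. Total counts were 8626863 to 13518657 in wild-type libraries (median 10662979) and 9253275 to 15894943 in mutant libraries (median 11869118), and 3 counts stand at 0.189 to 0.348 CPM. The 10 most abundant genes held 12.17% to 20.87% of the counts of a library. Replicates were less alike than with Neurod1 in endodermal cells, with Pearson's r of log2 CPM from 0.769 to 0.878 between wild-type and from 0.766 to 0.89 between mutant libraries. After edgeR's filter, 16154 genes were tested in a separate fit of these libraries, and DE genes were required to average above 10 CPM, as in the paper. Endogenous *neurod1* was at 755 ± 283 (SD, n = 4) CPM in mutant and 787 ± 39.5 (SD, n = 3) CPM in wild-type EECs. Counts per gene do not show the deletion itself.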

*GFP+* EECs were obtained by microdissection of the gut followed by cell dissociation and selection of *GFP+* by FACS. RNA-seq was performed on 4 independent homozygous *neurod1*^*ΔUCE*^ and 6 wild-type EEC preparations. 

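With edgeR's quasi-likelihood test, 3 genes passed between mutant and wild-type EECs, and 456 genes averaging above 10 CPM had an unadjusted p under 0.05. *mfsd4aa* was higher in the mutant, and *irs2a* and *fhdc3* were lower. No read of *irs2a* (ENSDARG00000037099) was counted in the 4 mutant libraries, while the wild-type libraries were at 34.0 to 88.3 CPM, so it was at least 173-fold lower (FDR 0.0205 with edgeR, range over the alternatives 2.07e-18 to 0.301). *fhdc3* (ENSDARG00000069129) fell from 242 ± 74.3 (SD, n = 3) to 20.2 ± 8.29 (SD, n = 4) CPM (log2 fold change -3.58, standard error 0.42, FDR 0.0205 with edgeR, range 7.65e-12 to 0.249). All 3 genes averaged above 10 CPM, and the count was the same without that requirement. DESeq2 called 94 genes (67 higher and 27 lower), the most of any alternative. Of the genes of S3 Table, 678 were tested with edgeR, and all 678 had the direction given there. Adjusted over these genes alone, 243 passed, which shows no stability, as the wild-type and mutant libraries used here were among those behind the list.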

The analyses of the RNA-seq data revealed 680 DE genes between *neurod1*^*ΔUCE*^ homozygous mutants and ctrl larvae (FDR ≤ 0,1, average expression level >10 CPM) (305 up- and 375 down-regulated genes) (S3 Table). Concerning the expression of EEC hormones, we observed a drastic decrease of *tac1*, *ghrl*, *mlnl* and *nmbb*, a 2 to 3 X reduction of *gcga*, *calca* and *adcyap1a* and a downward trend for *insl5a* and *galn* (Fig 9A1). 

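*tac1* (ENSDARG00000014490) fell from 41.5 ± 21.1 (SD, n = 3) CPM in wild-type to 1.15 ± 1.76 (SD, n = 4) CPM in *neurod1* ΔUCE EECs, a log2 fold change of -5.19 (standard error 1.24). *ghrl* (ENSDARG00000054239) fell from 90.4 ± 71.4 (SD, n = 3) to 5.99 ± 4.59 (SD, n = 4) CPM, *mlnl* (ENSDARG00000092916) from 354 ± 57.3 (SD, n = 3) to 56.6 ± 40.5 (SD, n = 4) CPM and *nmbb* (ENSDARG00000077167) from 436 ± 238 (SD, n = 3) to 113 ± 33.5 (SD, n = 4) CPM. Their log2 fold changes were -3.91, -2.65 and -1.95 (standard errors 0.68, 0.49 and 0.41). For these 4 hormones every mutant library was below every wild-type library. Chance gives no overlap, in either direction, for 5.7% of genes, but the paper called these genes in a comparison that includes these libraries. None passed with edgeR's quasi-likelihood test (FDR 0.331 to 0.598), and all 4 passed with DESeq2 (FDR 4.59e-05 for *ghrl* to 0.0059 for *nmbb*). Without the filter on low counts, all 4 passed with edgeR (FDR 0.00857 for *ghrl* to 0.0758 for *nmbb*), and *mlnl* and *nmbb* passed with voom. In other alternatives, the FDR of each of the 4 reached 1. *gcga* was at 783 ± 563 CPM in wild-type and 443 ± 309 CPM in mutant libraries, *calca* at 1312 ± 249 and 856 ± 101 CPM, and *adcyap1a* at 5446 ± 2340.0 and 3062 ± 475 CPM (SD, n = 3 and n = 4). Their log2 fold changes of -0.82, -0.62 and -0.83 did not pass with edgeR, DESeq2 or voom over all genes. Every mutant library was below every wild-type library for *calca*. Adjusted over the 20 hormones of Fig 9A alone, *adcyap1a* passed with edgeR, DESeq2 and voom, and *calca* with DESeq2 and voom. *insl5a* and *galn* had log2 fold changes of -0.60 and -1.29 with overlapping libraries. When each library was left out, the value lay within -0.96 to 0.13 for *insl5a*, -2.84 to -0.40 for *galn* and -1.42 to -0.13 for *gcga*. Of the 20 hormones of Fig 9A, 11 were lower and 9 higher in the mutant. None passed with edgeR when the adjustment was over all genes, and 10 passed when it was over the 20 hormones alone. With DESeq2 these numbers were 5 and 9. The fifth of these DESeq2 genes was *sst2*, which was higher in the mutant, at 377 ± 458 (SD, n = 4) CPM against 27.2 ± 26.6 (SD, n = 3) CPM, with overlapping libraries (FDR 0.0274 with DESeq2, range 0.0274 to 1). *gip* was also higher, at 2687 ± 1039 (SD, n = 4) against 501 ± 653 (SD, n = 3) CPM, without overlap (FDR 1 with edgeR and 0.335 with DESeq2, range 0.307 to 1). Both passed over the 20 hormones alone with edgeR and DESeq2, as *sst1.1* and *sst1.2* did with edgeR. The mutant libraries ran from 0 to 2519 CPM for *sst1.1* and from 0.0758 to 960 CPM for *sst1.2*, and overlapped the wild-type libraries. Without mutant replicate 3, the log2 fold change of *sst1.2* fell from 7.52 to 0.86.

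**Figure D2:**
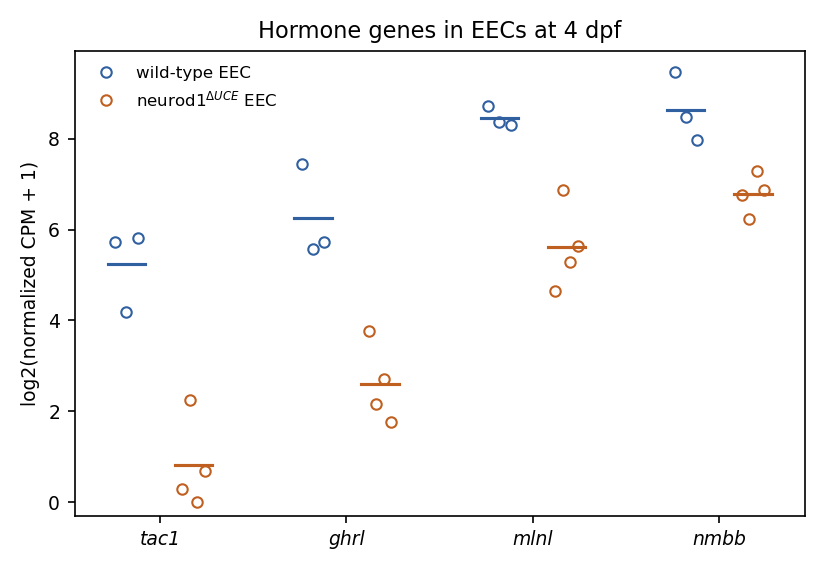
Expression of *tac1*, *ghrl*, *mlnl* and *nmbb* in sorted EECs at 4 dpf, as log2(TMM-normalized CPM + 1). Circles are libraries (n = 3 wild-type in blue, n = 4 *neurod1* ΔUCE in orange) in the order of their replicate numbers, and lines are group means. For each of the 4 genes all mutant libraries lie below all wild-type libraries.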

WISH analyses confirmed a reduction in the number of cells expressing *mlnl* (4.4X***), *adcyap1a* (2.0X*), *insl5a* (1.5X**,) *gcga* (2.3X***) and *galn* (3.6X*) in the mutant (Fig 9B and 9A2)). The RNA-seq analyses detected a higher *penka* expression in *neurod1*^*ΔUCE*^ compared to wild-type larvae (2.7-fold); however this result was not confirmed by IHC (Fig 9B and 9A2). This apparent discrepancy could be due to the 2-fold reduction in the number of *pax6b*:*GFP*^*+*^ cells (Fig 8G–8I). Indeed, an unchanged number of *penka*^*+*^ cells in the *neurod1*^*ΔUCE*^ intestine will result into a 2-fold increase in the proportion of *penka+* cells among the remaining *pax6b*:*GFP*^*+*^ sorted cells.

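*penka* (ENSDARG00000004869) was at 13900.0 ± 4748 (SD, n = 3) CPM in wild-type and 33340.0 ± 20290.0 (SD, n = 4) CPM in mutant EECs, a 2.40-fold difference of the means. The mutant libraries ranged from 11510.0 to 53800.0 CPM and overlapped the wild-type range of 8945 to 18410.0 CPM. The log2 fold change was 1.26 (standard error 0.57, FDR 1 with edgeR's quasi-likelihood test) and did not pass with DESeq2 (FDR 0.538, range over the alternatives 0.538 to 1). Adjusted over the 20 hormones of Fig 9A alone, it passed with both tools. With voom the log2 fold change was 0.27. The paper proposes that the lower number of *pax6b*:GFP+ cells in the mutant raises the share of *penka*+ cells among the sorted cells.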

**Fig 8:**
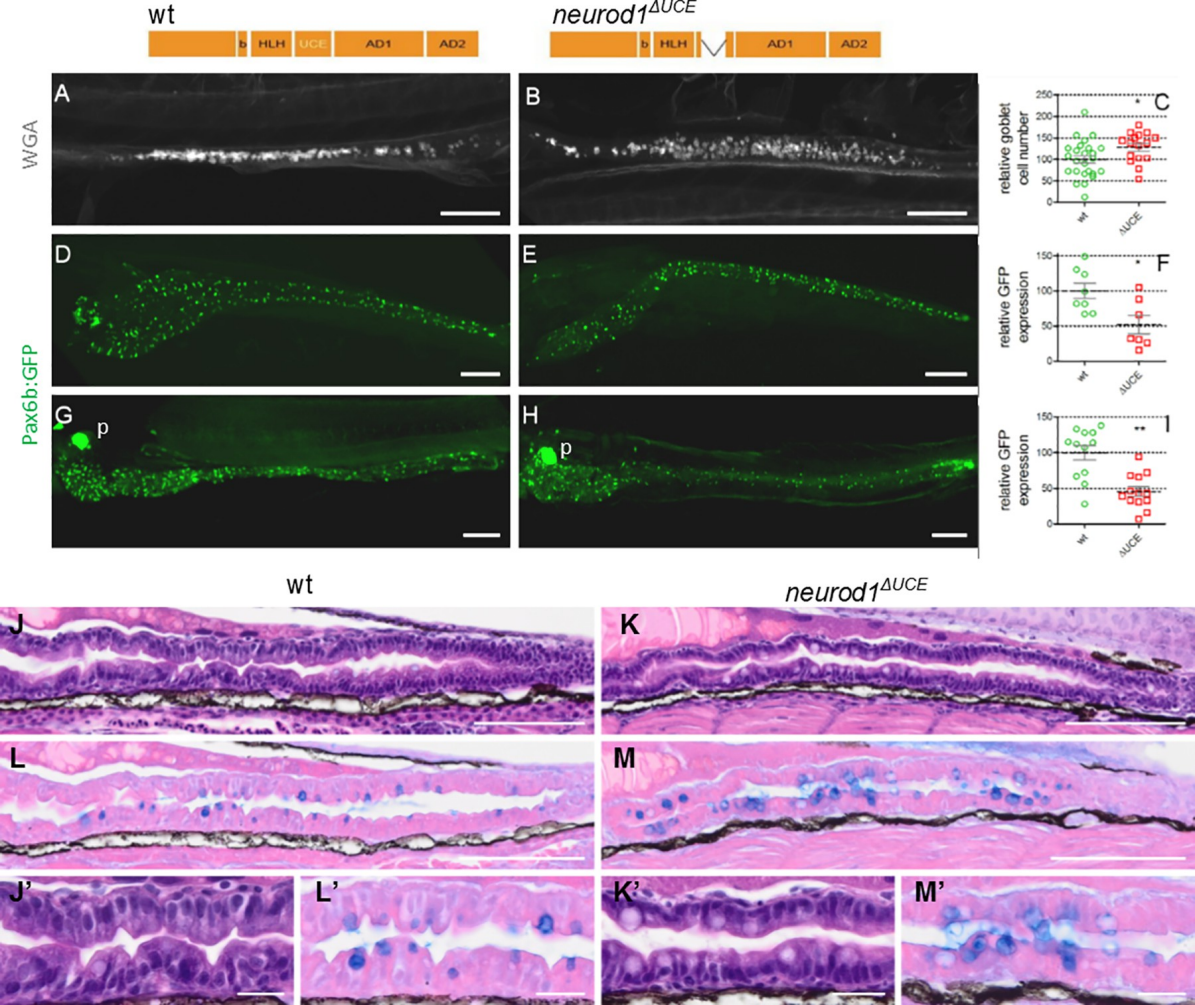
*neurod1*^*ΔUCE*^ homozygous mutants display an increase of the goblet cells concomitant with a decrease of EECs. **Top:** Schematic representation of Neurod1 and of Neurod1^ΔUCE^ mutant, harbouring an 81-bp deletion spanning the 19aa of the UCE and 3 and 5 aa upstream and downstream of the UCE, respectively. **A-C:** Immunodetection of goblet cells labelled with a rhodamine dextran-conjugated wheat germ agglutinin (WGA) that interacts with the N-acetylglucosamine of the mucus. Quantification was done by counting the goblet cells under a fluorescent stereomicroscope. **D-I**: Immunodetection of GFP performed on *pax6b*:*GFP* transgenic embryos at 5 dpf (D-F) or 4 dpf (G-I). The location of the pancreas (p) is indicated on G and H. Quantification of the relative GFP expression was performed by quantifying the volume occupied by the GFP cells using the Imaris software. Asterisks indicate that the difference between the cell number in wt controls and *neurod1*^*ΔUCE*^ mutants is statistically significant using the Mann-Whitney U-test (**: P <0.01; *: P <0.05). Views are lateral (A-B) or ventral (D-H) with the anterior part to the left and represent confocal projection images. Scale bars: 100μm. **J-M:** Subsequent 5 μm microtome sections of 5 dpf wt (J, L) or Neurod1^ΔUCE^ mutant (K,M) larvae stained with haematoxylin/eosin (J-K) or with eosin/alcian blue (L-M). Scale Bars: 100 μm. J’-M’: enlarged view of J-M: Scale Bars: 20 μm.

**Fig 9:**
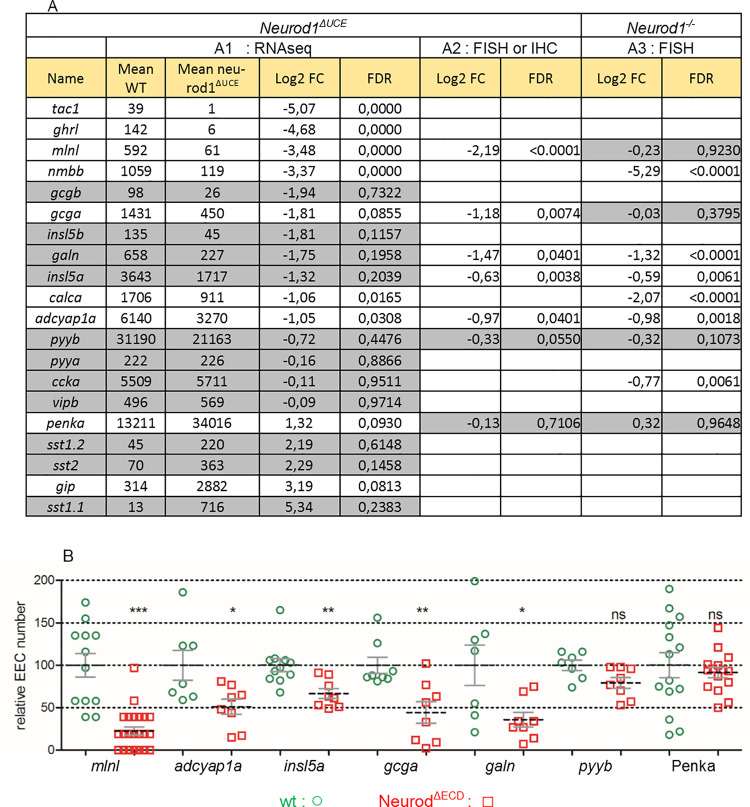
*neurod1*^*ΔUCE*^ homozygous mutants display a decrease in the expression of several EE hormones. **A1:** The expression level (given in normalized CPM) of the EE hormones was obtained from the RNA-seq data of *Tg(pax6b*:*GFP*^*+*^*)* EEC isolated by FACS from wt or *neurod1*^*ΔUCE*^ homozygous mutant larvae at 4 dpf. The values are the expression mean of 6 wt and 4 *neurod1*^*ΔUCE*^ samples. Genes underlined in grey are not significantly regulated (FDR > 0.1). S3 Table provides the expression level of all differentially expressed genes (values for each sample, means, log2 FC and FDR). **A2.** Log2 fold change (FC) and FDR in the hormone cell number observed in wt compared to *neurod1*^*ΔUCE*^ homozygous mutant embryos as quantified on Fig 9B. **A3.** Log2 FC and FDR in the hormone cell number observed in control siblings compared to *neurod1*^*-/-*^ homozygous mutant embryos as shown on Fig 11C. Grey zones indicate non-significant change: FDR >0.05). **B:** Quantification of the number of EECs detected either by FISH performed at 96hpf with *mlnl*, *adcyap1a*, *insl5a*, *gcga*, *galn and pyyb* probes or by immunodetection of Penka cells on wt or *neurod1*^*ΔUCE*^ homozygous mutant embryos. Quantification was done by counting the cells using the Imaris software after confocal scanning except for *mlnl* were the cells were directly counted under a fluorescent stereomicroscope. The mean is indicated by a dashed line and the S.E by solid lines. Asterisks indicate that the difference between the cell number in wt controls and *neurod1*^***ΔUCE***^ mutants is statistically significant using the Mann-Whitney U-test (***: P <0.001; **: P <0.01; *: P <0.05, ns: P >0.05).

Most of the transcription factors known to be important for endocrine cell differentiation [16] are unchanged except *sox4b* and *pax4* which were respectively down- and up-regulated in *neurod1*^*ΔUCE*^ (Fig 10A). 

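Of the 12 transcription factors of Fig 10A, none passed with edgeR's quasi-likelihood test or with DESeq2 when the adjustment was over all genes. Over the 12 genes alone, *pax4* and *sox4b* passed with DESeq2, *pax4*, *sox4b* and *ascl1a* with voom, and none with edgeR. *sox4b* was at 22.8 ± 5.04 (SD, n = 3) CPM in wild-type and 6.51 ± 3.43 (SD, n = 4) CPM in mutant EECs (log2 fold change -1.81, standard error 0.66). *pax4* was at 298 ± 96.8 (SD, n = 3) and 542 ± 98.7 (SD, n = 4) CPM (log2 fold change 0.87, standard error 0.34). For both genes the groups did not overlap. Their FDRs were 1 with edgeR and 0.141 and 0.4 with DESeq2, in ranges of 0.141 to 1 and 0.4 to 1 over the alternatives. The other 10 factors had log2 fold changes of -0.35 (*rfx6*) to 0.30 (*fev*), and wild-type and mutant libraries overlapped for each of them. The sign for *rfx6*, *neurod1*, *pdx1*, *insm1a*, *insm1b*, *ascl1a* and *pax6b* changed under 1 or more of the alternatives. *ascl1a* had a log2 fold change of -0.21 with edgeR and -2.97 with voom (FDR 0.507 over all genes with voom, range 0.507 to 1).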

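*cuzd1.1* (ENSDARG00000089050) was at 209.5 ± 199 (SD, n = 4) CPM in mutant and 10.6 ± 16.6 (SD, n = 3) CPM in wild-type EECs, and *cuzd1.2* (ENSDARG00000025311) at 356 ± 354 (SD, n = 4) and 6.12 ± 10.0 (SD, n = 3) CPM. The mutant libraries spread from 2.64 to 384 CPM for *cuzd1.1* and from 1.52 to 790.3 CPM for *cuzd1.2*, and overlapped the wild-type libraries. The log2 fold changes were 4.29 and 5.84 (standard errors 1.71 and 1.94), and neither gene passed with edgeR (FDR 1) or DESeq2 (FDR 0.61 and 0.266, ranges over the alternatives 0.403 to 1 and 0.153 to 1). As the genes are paralogs, reads common to both are uncertain in these counts.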

Analysis of all DE genes highlighted *cuzd1*.*1* and *cuzd1*.*2* genes as highly upregulated in *neurod1*^*ΔUCE*^ (Fig 10B and S3 Table). These two proteins are orthologous to the mammalian CUZD1, known to be a critical mediator of the JAK/STAT5 signaling pathway [23], important for intestinal homeostasis [24]. A strong upregulation of *mfsd4aa* (major facilitator superfamily domain-containing protein 4) (~18X) is also observed (Fig 10B) which was also specifically induced by the Tg7 (ΔUCE) and Tg8 (ΔECD) GOF (Fig 6C, panel 3). 

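In EECs, *mfsd4aa* was at 102 ± 32.9 (SD, n = 4) CPM in mutant and 3.82 ± 1.88 (SD, n = 3) CPM in wild-type libraries, a 26.6-fold difference of the means. The log2 fold change was 4.74 (standard error 0.54, FDR 0.0205 with edgeR's quasi-likelihood test), every mutant library was above every wild-type library, and leaving out each library kept it within 4.37 to 5.02. Over the alternatives the FDR ranged from 1.65e-16 to 0.137, and 3 of the 7 fits that left out a library passed. In endodermal cells with the transgenes, the means over controls were 10.7-fold with Neurod1 ΔUCE and 7.63-fold with Neurod1 ΔECD (log2 fold changes 3.42 and 2.93), with FDRs of 0.157 and 0.439 with edgeR and of 0.000146 and 0.00582 with DESeq2, in ranges of 4.26e-10 to 0.513 and 3.85e-07 to 0.917 over the alternatives.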

MFSD4AA is a solute carrier protein (SCL) putatively involved in the transport of growth factors [25]. A Gene Ontology analysis performed on these DE genes shows a significant enrichment for insulin signaling pathway (p adjust = 1.2 E-2) with 13 out of 60 genes of the cascade being differentially expressed (S5 Fig).

**Fig 10:**
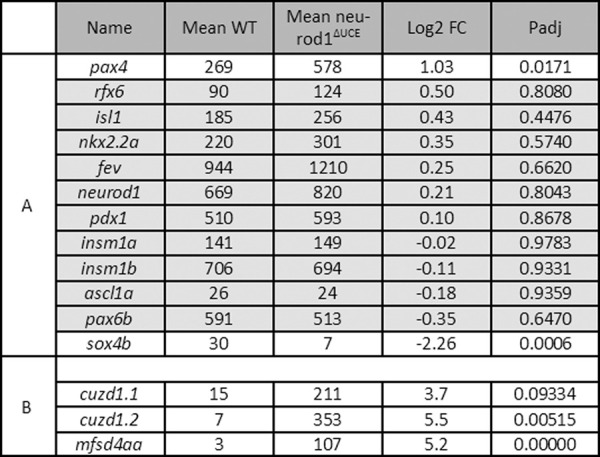
Expression level of selected transcription factors in EEC from wild-type or *neurod1*^*ΔUCE*^ homozygous mutant larvae. **A:** Expression level for 12 “endocrine pancreas development” genes. **B:** Expression level of selected genes differentially up-regulated by *neurod1*^*ΔUCE*^. The expression level (given in normalized CPM) was obtained from the RNA-seq data of *pax6b*:*GFP+* EEC isolated by FACS from wt or *neurod1*^*ΔUCE*^ homozygous mutant larvae at 4 dpf. The values are the expression mean of 6 wt and 4 *neurod1*^*ΔUCE*^ replicates. Genes underlined in grey are not significantly regulated (FDR > 0.1). S3 Table provides the expression level of all differentially expressed genes (values for each sample, means, log2 FC and FDR).

### Neurod1^-/-^ displays an increase of goblet cells concomitant with a reduction of EECs like Neurod1^ΔUCE^

Finally, to further investigate the requirement of the UCE domain for Neurod1 activity, we compared the phenotype of the *neurod1*^**ΔUCE**^ with a null *neurod1* mutant. The zebrafish mutant line *neurod1*^*ulg007*^ was generated by CRISPR/Cas9 mutagenesis and contains a 4 bp deletion in the coding region of Neurod1. This leads to a frameshift in the basic domain at aa 102 leading to a short aberrant 36-aa ORF and an early termination codon. Immunohistochemistry (IHC) performed on 4 dpf *neurod1*^*ulg007/ulg007*^ larvae revealed a complete loss of Gcg and a significant reduction of Sst in the pancreas (Fig 11A), confirming our previous results obtained at 30 hpf using morpholinos [8]^.^ This strongly suggests that the *neurod1*^*ulg007/ulg007*^ mutant represents a bona fide null mutant, called hereafter *neurod1*^-/-.^

**Fig 11:**
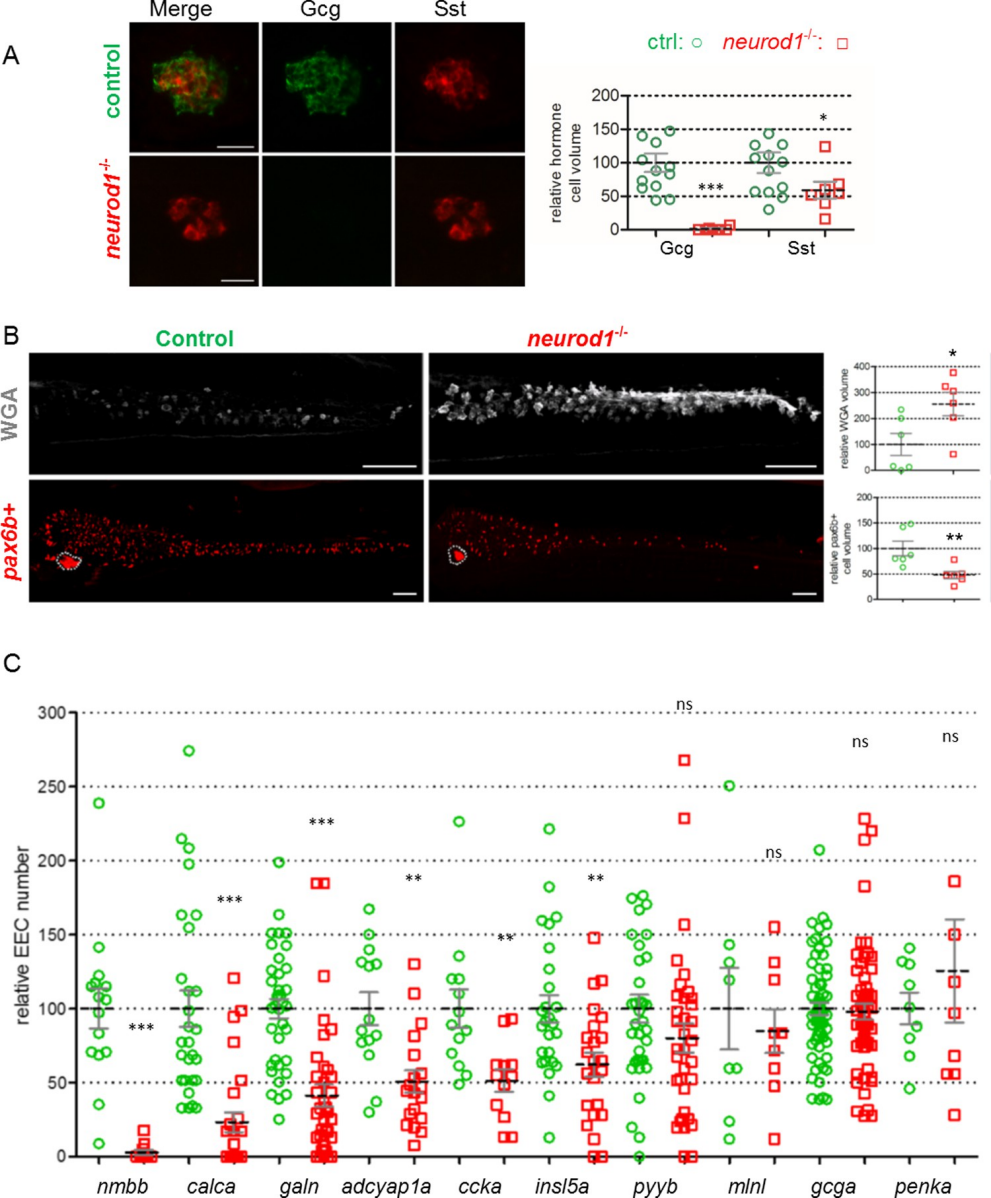
*neurod1*^-/-^ displays an increase of goblet cells concomitant with a reduction of EECs. **A:** Immunodetection at 96hpf of Gcg and Sst cells of *neurod1*^*-/-*^ homozygous mutant compared to control sibling embryos. Quantification was performed by quantifying the volume occupied by the cells using the Imaris software. Views represent confocal projection images. Scale bars: 20 μm. **B:** Immunodetection at 96hpf of goblet cells (WGA) or *pax6b*+ cells of *neurod1*^*ΔUCE*^ homozygous mutant compared to control sibling embryos. Quantification was performed by quantifying the volume occupied by the cells using the Imaris software. Views represent confocal projection images with the anterior part to the left. The pancreas are encircled with dotted lines. Scale bars: 50 μm. **C:** Quantification of the relative number of EECs detected by FISH performed at 96hpf on *neurod1*^*ΔUCE*^ homozygous mutant compared to control sibling embryos. Quantification was done by counting the cells under a fluorescent stereomicroscope. The mean is indicated by a dashed line and the S.E by solid lines. Asterisks indicate that the differences between controls and *neurod1*^*-/-*^ mutants are statistically significant using the Mann-Whitney U-test (***: P <0.001; **: P <0.01; *: P <0.05, ns: P >0.05).

We next analysed the goblet and EECs in the intestine of *neurod1*^-/-^ larvae. We found a significant increase in the number of goblet cells detected in the intestine of *neurod1*^*-/-*^ compared to control sibling embryos at 4 dpf and a concomitant decrease of *pax6b*+ EECs (Fig 11B), like observed in *neurod1*^**ΔUCE**^ mutant. Further analyses of the EECs show that, like in *neurod1*^**ΔUCE**^, we observed a large decrease in the number of *nmbb*+ cells (39-fold) and a similar reduction in the number of cells expressing *galn* (2.5 fold), *adcyap1a* (2.0 fold), *calca* (4.2 fold) and *insl5a* (1.5 fold) (Fig 11C and see the comparison with *neurod1*^ΔUCE^ in Fig 9A3). Furthermore, like *neurod1*^ΔUCE^, we did not observe any change in the number of *pyyb* and *penka* cells (Figs 11C and 9A3). Only three of the tested hormones are expressed differentially in *neurod1*^-/-^ and *neurod1*^**ΔUCE**^ mutants: the expression of *gcga* and *mlnl* are unchanged in *neurod1-/-* while these 2 hormones were reduced in *neurod1*^ΔUCE^ and *ccka* was reduced in *neurod1-/-* (1.7X) while it is not in *neurod1*^ΔUCE (^Figs 11C and 9A).

In conclusion, *neurod1-/-* and *neurod1*^*ΔUCE*^mutants both show an increase of goblet cells and a general reduction of EECs. Furthermore, similar subsets of EEC are affected as 7 out of the 10 EEC analysed present analogous perturbations. Altogether these data support the crucial function of the UCE domain for NeuroD1 activity in the intestine.

## Discussion

ARP/ASCL factors are key determinants of cell fate specification in a wide variety of tissues, coordinating the acquisition of generic cell fates as well as of specific subtype identities. We have previously shown that the identity of these determinants for a given cell fate is not always conserved throughout vertebrate evolution suggesting functional equivalence between these factors [5,8]. To determine the common and specific properties of ARP/ASCL factors, we performed GOF experiments to define which ARP/ASCL factors are able to rescue the secretory cells in the intestine of the zebrafish *ascl1a-/-* mutant. Atoh1a/b, Ascl1a/b and Neurod1 were all able to initiate the secretory cascade in the *ascl1a-/-* mutant as shown by the activation of *sox4b*. However, Atoh1a/b and Ascl1a/b rescued only the goblet cell lineage while Neurod1 rescued exclusively the EECs. Functional analysis of several Ascl1a/Neurod1 chimeric proteins allowed us to identify a domain in Neurod1 essential for its function. This domain is highly conserved in all Neurod proteins and absent in the other ARP/ASCL proteins and was called here UCE for ultra-conserved element. The UCE domain is required for the optimal transactivation properties of Neurod1 but also for repressing the expression of the Gfi1aa factor, known to be an important factor in goblet cell differentiation in mouse. Deletion of the UCE domain in the endogenous Neurod1 protein further underlines its importance as the *neurod1*^*ΔUCE*^ mutant displays an increase in the number of goblet cells concomitant with a reduction of several EE subtypes. Importantly, the *neurod1* null mutant displays very similar defects supporting the crucial function of the UCE domain for NeuroD1 activity in the intestine. Our findings therefore unveil common as well intrinsic specificities within ARP/ASCL factors.

We have shown here that the capacity to induce the secretory cascade is shared by Ascl1, Atoh1 and Neurod1, which is reminiscent to the capacity of all proneural factors to induce the neuronal program. Furthermore, like in the nervous system where the subtype specification depends on specific factors, we found here that only Neurod1 is able to induce the enteroendocrine program. This is due to its capacity to induce several genes important for endocrine differentiation such as *pax4*, *rfx6*, *nkx2*.*2a* and *insm1a/b* while these endocrine genes are not activated at all by Ascl1a (Fig 6C, panel 1). This unique property of Neurod1, that cannot be fulfilled by the other ARP/ASCL factors, explains the omnipresence of Neurod1 in all endocrine cells of the intestine but also of the pancreas in zebrafish and, to our knowledge, this is also the case in most vertebrates. This contrasts with the flexibility observed notably in the choice of the secretory cell fate determinants in vertebrates, made possible given the shared capacity of inducing the secretory lineage by several ARP/ASCL factors as shown here.

Besides these endocrine genes, Neurod1 activate also two important actors for Retinoic acid signalling (*crabp1* and *greb1l*) while these two genes are repressed by Ascl1a. CRABP1 (cellular retinoic acid binding protein 1) binds to retinoid acid (RA) helping its transport into the nucleus where it will bind its receptor (RAR) and activates retinoid acid-dependent genes. GREB1L resides in a chromatin complex with RAR members where it acts as a coactivator for RARs [26]. Although the influence of retinoic acid signalling on EEC fate is not known, in the pancreas, retinoic acid promotes the generation of pancreatic endocrine progenitor cells and their further differentiation into beta-cells [27,28]. As pancreatic and intestinal endocrine cells share transcriptomic signatures and regulatory programmes [16], we can postulate that RA could have also a positive effect on endocrine cell differentiation in the gut. The same inverse regulation by Neurod1 and Ascl1a is also observed for an important actor of EEC differentiation, *runx1t1*, activated by Neurod1 and repressed by Ascl1a. RUNX1T1 has been recently shown to be transiently activated in EE progenitors and its inactivation affect *GIP*, *Cck* and *Sst* expression in intestinal organoids [18].

Inverse regulation by Ascl1a and Neurod1 is also found for the ligands of the Delta/Notch signalling pathway. Indeed we found that Ascl1a overexpression represses the expression of *deltaB (dlb)* and *delta-like 4 (dll4)* while Neurod1, Neurod1^ΔUCE^ and Neurod1^ΔECD^ activate *dlb*, *dlc* and *dll4* (Fig 6C, panel 2). The opposite regulation by Ascl1a and Neurod1 of these Notch ligands suggests an inverse influence on the Delta/Notch signalling that could influence goblet versus EEC fate decision. Notch signalling has been extensively described to be involved in the absorptive versus secretory cell fate choice [29] but not in the subsequent step leading to either EECs or paneth/goblet cells. Further research will be required to resolve this question.

### The UCE, rather than the bHLH domain, encodes important features for Neurod1 specificity

We demonstrate in the present study that the basic and HLH domains of Neurod1 can be exchanged with those of Ascl1a without affecting the induction of the EEC. This contrasts with the results described for Atoh and Neurog factors where the functional divergence is encoded by three residues in the basic domain [30]. We identify an evolutionary conserved domain with a central element (UCE) nearly identical in all Neurod members that is a repressor of the goblet lineage. RNA-seq data show that the UCE domain acts by repressing the expression of the zinc finger factor Gfi1aa in goblet cells. In mouse, *Gfi1* is expressed in goblet and Paneth cells but not in the EEC lineage [31]. In the murine *Gfi1-*deficient intestinal epithelium, goblet and Paneth cell lineages aberrantly express the pro-enteroendocrine transcription factor *Neurog3* and consequently undergo reprogramming into the EEC lineage [31]. This indicates that, in the intestinal epithelium, *Gfi1* helps to stabilize the goblet and Paneth cell lineages by participating to the repression of *Neurog3*. Such role of GFI1 (and of Senseless, its orthologous gene in drosophila) as a binary switch favouring one lineage over another has been described in many tissues. For instance, GFI1 controls sensory organ precursor selection [32] or colour photoreceptor differentiation in Drosophila [33]. In murine hematopoiesis, GFI1 acts as a transcriptional repressor that recruits the histone demethylase complex LSD1/CoREST to epigenetically silence the endothelial program in hemogenic endothelium and allows the emergence of blood cells [34]. In the inner ear, this binary switch involves Neurod1. Indeed GFI1 promotes hair cell development by repressing neuronal-associated genes such as Neurod1 and by activating hair cell-specific genes required for cell maturation [35]. Based on our study, we can postulate that, in the inner ear also, NEUROD1 will repress the expression of *Gfi1* through its UCE domain creating a mutual cross-repression between NEUROD1 and GFI1. Such antagonism could also occur in the pancreas where GFI1 has been shown to be involved in exocrine cell differentiation [36] while NEUROD1 is known to be important for endocrine cell differentiation [37], these two cell types originating from the same precursor.

What is the mode of action of this UCE? Its position between the HLH and the transactivation domain of Neurod1 suggests that it does not directly interact with DNA but could interact with co-factors. Unfortunately, we did not succeed to identify interacting partners to this region using high-throughput yeast-two hybrid (YTH) screenings. Nevertheless, examination of the UCE protein sequence reveals a phosphorylation consensus sequence for the ATM/ATR/DNA-PK protein kinases (S/TQ) (residue S172 in dr-Neurod1). Interestingly, this site lies at the centre of a longer cluster containing two other S/TQ motifs (TQ at aa129 and SQ at aa195) and therefore constitutes a so-called SCD domain, which is defined by the presence of at least three S/TQ sites in a stretch of 100 amino acids [38]. More than half of the characterized ATM targets contain an SCD [38]. Although ATM/ATR are cellular kinases with a well-characterized role in DNA-damage response, there is growing evidence that they also act in other pathways and notably in the insulin-signalling pathway [39] for which we identify many DE genes in *neurod*^***ΔUCE***^ mutant larvae. Furthermore, the SCD domain is over-represented in proteins involved in the nervous system development and is present for example in EMX2, PAX6, GLI2 and GLI3 [38]. All these data suggest a much broader role of these kinases than initially thought. Further studies will be necessary to determine the exact role of these ATM/ATR sites in Neurod1. But it became clear recently that phosphorylation constitutes an important mechanism of regulation of ARP/Ascl activity that could affect their specificity. For instance, mutating Neurod1 at the glycogen synthase kinase 3β consensus site (S^274^A in Xneurod) changes the timing of XNeuroD function, so that it can promote the differentiation of early retinal cell types while wild-type XNeuroD can induce only late retinal cell types [40].

### The *neurod*^*ΔUCE*^ and the *neurod*-/- mutant display an increase of the goblet cells concomitant to a decrease of EEC

An increase in the number of goblet cells was detected in *neurod*^*ΔUCE*^ mutants consistent with the GOF experiments indicating that this domain functions as a repressor of the goblet cell fate. We also observed a concomitant decrease in the number of EECs which could be a consequence of the increase of the goblet cells (secretory cells choosing one fate or another). The *neurod1*^*-/-*^ mutant displays a very similar intestinal phenotype as *neurod1*^*ΔUCE*,^ both showing an increase of goblet cells and a general reduction of EEC. These data indicate that the ECD is crucial for the activity of Neurod1 in the intestine. However it is probably not the case for all tissues as the *neurod1*^*-/-*^ homozygous mutant can not reach the adulthood in contrast to *neurod*^*ΔUCE*.^ It will be therefore interesting to compare in the future the phenotype of these two mutants in different tissues like the central nervous system, the pancreas and the inner ear.

## Methods

### Ethics statement

All animal experiments were conducted according to national guidelines and were approved by the ethical committee of the University of Liège (protocol numbers 13–1557 and 19–2085.

### Zebrafish maintenance, transgenic and mutant lines

Zebrafish (Danio *rerio*) were raised according to standard protocols and staged according to Kimmel [41]. The *pia* mutant (*pia*^*t25215*^ mutant allele of *ascl1a*) was provided by M. Hammerschmidt and genotyped as described [42] or by in situ using a prolactin (prl) probe as the *ascl1a*-/- loses pituitary *prl* expression. The following zebrafish transgenic lines were used: *Tg(pax6b*:*GFP)*^*ulg515*^ [22], *Tg*(*hsp70*:*atoh1a*), kindly provided by Bruce Riley [15], the *Tg(hsp70*:*atoh1b-Myc)*, kindly provided by Sudipto Roy [14] and the Tg(sox17:dsred), kindly provided by Stephanie Woo [43].

### Generation of the *Tg(hsp70l*:*eGFP-2A-TF)* lines

The *Tg(hsp70l*:*eGFP-2A-Ascl1a) (Tg1)*, where the heat-shock inducible promoter *hsp70l* controls the expression of a bicistronic transcript, eGFP-2A-Ascl1a, allowing the production in equimolar quantities of eGFP and Ascl1a from a single transcript [44], were generated by constructing first the bicistronic *sequence eGFP-2A-Ascl1a* by an overlap extension polymerase chain reaction (OE-PCR). The OE-PCR method consists of two primary PCR reactions which generate DNA fragments with overlapping ends (see S4 Table for the details on the primers and the PCR) and a secondary reaction which joins the two fragments into a single one [45]. The resulting fragment *eGFP-2A-Ascl1a* were then cloned in the PCR8-GW vector in the sense orientation. Then, a triple LR recombination was performed with 5E-HSP (Tol2 kit #222 [46]), pCR8-GW- *eGFP-2A-Ascl1a* and p3E-polyA (Tol2kit #302) and the vector pDestTol2CG2 (Tol2 kit #393) to generate the transgene Tg*(hsp70l*:*eGFP-2A-Ascl1a)*. This transgene has been then introduced into AB embryos by co-injection with the Tol2 transposase to generate the Tg*(hsp70l*:*eGFP-2A-Ascl1a)* ^*ulg056Tg*^ line. Similar protocol was used for the transgenes Tg2 to Tg7 using the primers listed in the S4 Table. The transgene Tg8 that contains a deletion of the ECD was performed by Q5 Site-directed mutagenesis (NEB) using the 2 primers listed in the S4 Table.

Heat shocks were performed by incubation of the larvae at 39°C during 30 minutes.

### Isolation of EECs and endodermal cells by FACS

EECs were isolated by dissecting the gut from about 200 transgenic neurod1^ΔUCE/ΔUCE^ or wild-type *Tg(pax6b*:*GFP)*^*ulg515*^ larvae at 4 dpf, taking care of not including pancreatic tissue. Cell dissociation was performed by incubation in HBSS 1x supplemented with 100 U/ml collagenase IV and 0.3 U/ml Dispase (Life Technologies) for 10 minutes. Cells were washed in HBSS (Mg^2+^ and Ca^2+^ free) containing 1% BSA and GFP-expressing EECs were selected by FACS purification using FACS Aria II. This procedure allows us to obtain between 1000 to 2000 isolated GFP+ cells.

Endodermal *sox17-dsred+* cells were isolated by dissecting the trunk from about 150 double transgenic *Tg(hsp70l*:*eGFP-2A-ARP/Ascl) or wild-type Tg(sox17*:*dsred)* larvae at 52 dpf, heat-shocked at 38 and 48hpf, taking care of not including pancreatic tissue. Cell dissociation was performed by incubation in TrypLE select 1X (Gibco) for 8 minutes. Cells were washed in HBSS (Mg2+ and Ca2+ free) containing 1% BSA and *dsred*^+^ EECs were selected by FACS purifications using FACS Aria II. This procedure allow us to obtain between 2000 to 4000 isolated *dsred+* cells.

### cDNA synthesis, library preparation and sequencing

Each FACS-sorted cells sample was directly pelleted by centrifugation and resuspended in 3.5 μl of *reaction buffer*, lysed by freezing in liquid nitrogen and stored at -80°C according the Smart-seq2 protocol [47]. cDNA was synthesised and amplified by a 13 cycles PCR reaction. Quality of cDNA was verified by 2100 High Sensitivity DNA assay (Agilent technologies). 1 ng cDNA was used for preparing each cDNA library using Nextera-XT kit (Illumina) and sequenced on Hi-seq 2000 to obtain around 20 millions of reads (75 base single-end).

### RNA-seq data analyses

Sequences were trimmed in order to remove adaptors and low quality bases. Trimmed reads were mapped in to the zebrafish genome GRCz11 (Ensembl Release 92, www.ensembl.org) using STAR software v.2.5.4b [48]. Gene expression was measured from the mapped reads by using built-in STAR module (—quantMode GeneCounts) and are expressed in counts of reads per million (CPM) [49]. The comparison of the transcriptomes as well as differential expression (DE) analysis were performed using DESeq2 R package [50] to identify all genes displaying significant change in expression between two conditions (with Fold-Discovery-Rate < 10%). For the analysis of the GOF RNAseq data, we constructed *in silico* one gene corresponding to the region of Neurod1 used in the transgene (ENSDARG00000139139). To quantify the transcripts corresponding only to the 3’ UTR of *neurod1*, not contaminated by the transcripts originating from the transgene, all the reads mapping to both the transgene (ENSDARG00000139139) and neurod1 (ENSDARG00000019566) were not taking into account. For *ascl1a*, the Ensembl ID ENSDARG00000038386 corresponds only to 3’UTR of the endogenous *ascl1a* gene whereas the annotation ENSDARG00000101628 (erroneously annotated ascl1b) correspond actually to the ORF sequence of ascl1a. The RNAseq data have been deposited in Gene Expression Omnibus (GEO) with the accession number GSE193281 and 3 additional wt control at 4 dpf were provided by [16] (GSE149081)

### Gene Ontology enrichment analysis

Gene Ontology (GO) enrichment analysis was performed on the different gene sets using the PANTHER bioinformatics resources 16.0 [51] taking as background all the zebrafish genes. The enrichment analysis was focused on the GO biological process, molecular function and KEGG pathways with a statistical Fisher exact test p-value<0.05.

### Riboprobes, whole-mount in situ hybridization (WISH) and Immunohistochemistry

Antisense riboprobes were made by transcribing either linearized cDNA clones as described in [52] or T3-flagged (CCCAATTAACCCTCACTAAAGGGAG) PCR probes as described in [53]. The zebrafish agr2 [54], sox4b [55], pax6b [56], somatostatin2 [57] and gcga [58] probes have been described elsewhere. *pyyb* probe was obtained by transcribing with Sp6 the Sal1-digested pSPORT1-pyyb plasmid (accession number BF17422). T3-flagged probes were generated for mlnl, galn, adcyap1a, insl5a, gfi1aa and for the 3’UTR neurod1 probe, using the primers listed in S4 Table. Wholemount in situ hybridization (WISH) and fluorescent in situ hybridization (FISH) were performed as described previously [55].

Immunohistochemistry (IHC) on whole-mount embryos/larvae was performed as described [8]. The antibodies used are the chicken anti-GFP (Aves lab) used at a dilution of 1000 X, the rabbit anti-Enkephalin (T4294; Peninsula Laboratories International, Inc) used at a 400X dilution, and Alexa Fluor secondary antibodies at 1000X dilution. Goblet cell mucin was detected with rhodamine conjugated wheat germ agglutinin (1,100 dilution) (Vector Laboratories). Stained embryos were mounted in Prolong (Invitrogen) with DAPI and imaged using SP5 confocal microscope (Leica). Quantification was performed either by counting the cells under a fluorescent microscope or either by determining the volume occupied by the cells using the Imaris software (Bitplane). Haematoxylin/eosin and eosin/alcian staining was performed on 5μm microtome sections by the GIGA immunohistology platform and the sections were recorded using the SLIDEVIEW VS200 slide scanner Olympus. Statistical analysis was performed using the non-parametric Mann-Whitney t-test of the GraphPad Prism software. Creation of the *figures* was achieved using ImageJ and its plugin FigureJ [59]

### CRISPR/cas9 genome mutagenesis

The neurod1^ulg007^ and neurod1^ulg052^ mutant lines, called here respectively neurod1-/- and neurod1^ΔUCE^, were generated by CRISPR/Cas9. The first one was generated by cloning the annealed BP720 and BP721 oligos (S4 Table) into the BsaI-digested DR274 plasmid (Addgene) that was transcribed in gRNA as described [60]. The Cas9 mRNA were transcribed using PmeI-digested Cas9 expression vector NLM3613 (Addgene) as described [60]. Zebrafish eggs were injected with ~1 nL of a danieau solution containing ~60ng/μl of the gRNA and ~300 ng/μl of Cas9 mRNA. For the second line. CRISPR guide RNAs were selected using chopchop software (http://chopchop.cbu.uib.no/) to target flanking regions of the UCE. The cloning-free single-guide RNA (sgRNA) synthesis was done as described [61] by annealing the sgRNA core oligo O490 with O671 or with O672. The Streptococcus Pyogenes cas9-NLS-GFP protein was produced from the pMJ922 expression plasmid (Addgene), purified and cleaved as described in [62]. After synthesis and purification of gRNA, fertilized zebrafish eggs were injected with approximately 1 nL of a danieau solution containing 120ng/μl of the gRNA, 760 ng/μl of purified Cas9 protein.

The efficiency of mutagenesis was verified by genotyping using Heteroduplex Migration Assays [63] after amplification of targeted genomic sequences. Founder fish transmitting germline mutations were outcrossed with wild type fish.

## Supporting information

S1 Fig Rescue of *ascl1a-/-* by Ascl1b and Atoh1a. **A-C**: FISH performed at 55 hpf with a *sox4b* probe on ascl1a^-/-^ or control sibling embryos heat-shocked at 36 and 46 hpf. **D-I**: FISH performed at 96 hpf with the *agr2* probe (D-F) and a mix of hormone probes (*ghrelin (ghrl)*, *peptide YYb (pyyb)*, *glucagon-a (gcga)* and *somatostatin-2 (sst2)) (G-I)* on ascl1a^-/-^ or control sibling embryos heat-shocked at 36, 46 and 56 hpf. The transgenic line used is indicated on the left part of the figure as well as the genotype of the larvae; the *ascl1a*^-/-^ larvae were identified by the loss of the pituitary *prl* expression (not shown). The pancreas is encircled while the location of gut, visualised with a DAPI staining (not shown), is delimited by dashed lines. All Views are ventral with the anterior part to the left. Scale bar: 100 μm.
(TIF) Click here for additional data file.

S2 Fig Neurod1 is able to rescue *adcyap1a*^*+*^, *gcga*^*+*^, *insl5a*^*+*^ *and pyyb*^*+*^ EEC of *ascl1a-/-* larvae. **A-D:** FISH performed at 96hpf with *adcyap1a (A)*, *gcga (B)*, *insl5a (C) and pyyb (D)* probes on ascl1a-/-; Tg(hsp70l:eGFP-2A-Neurod1) larvae heat-shocked at 36, 46 and 56hpf. The ascl1a-/- larvae (not shown) do not express any hormones [5]. All views acquired with a fluorescence microscope are ventral with the anterior part to the left. The pancreas is encircled while the location of gut, visualised with a DAPI staining (not shown), is delimited by dashed lines. Scale bar: 100μm.
(TIF) Click here for additional data file.

S3 Fig Atoh1b and Ascl1a are not able to rescue the expression of Neurod1 in *ascl1a-/-* larvae. FISH performed at 72hpf with a 3’UTR *neurod1* probe on wild-type (A), *ascl1a*^*-/-*^ (B), *ascl1a*^*-/-*;^ *Tg(hsp70l*:*atoh1b-Myc) (C) ascl1a*^*-/-*;^ *Tg(hsp70l*:*eGFP-2A-ascl1a) (D)* and *ascl1a*^*-/-*;^ *Tg(hsp70l*:*eGFP-2A-neurod1)* (E) larvae, heat-shocked at 36, 46 and 56hpf. All views are ventral with the anterior part to the left and represent confocal projection images. The pancreas is encircled while the location of gut, visualised with a DAPI staining (not shown), is delimited by dashed lines. Scale bar: 100μm.
(TIF) Click here for additional data file.

S4 Fig Analysis of EEC inducing capacities of Ascl1a, Neurod1 and the chimeric Ascl1a/Neurod1 proteins. **A-G**: FISH performed at 56 hpf with the *pax6b* probe on wild-type embryos without (A) or with the transgenes indicated on the Fig (B-G) and heat-shocked at 38 and 48 hpf. **H:** Quantification using Imaris software of the volume occupied by the induced *pax6b+* cells in the gut for the conditions A to G with Tg2 (Neurod1), arbitrarily set to 100%. All Views are ventral with the anterior part to the left and represent confocal projection images. The pancreas is encircled while the location of the gut, visualised with a DAPI staining (not shown), is delimited by dashed lines. Scale bar: 100μm.
(TIF) Click here for additional data file.

S5 Fig Gene Ontology analysis of *neurod1*^*ΔUCE*^ DE genes. Gene Ontology analysis highlights significant enrichment for insulin signaling pathway in *neurod1*^*ΔUCE*^ DE genes. 13 out of 60 genes of the cascade are differentially expressed (indicated by red dots).
(TIF) Click here for additional data file.

S1 Table List of the DE genes for Ascl1a, Neurod1, Neurod1^ΔECD^ and Neurod1^ΔUCE^ GOF. Expression level of the DE genes given in CPM (counts per million) for the 16 samples as well as the mean and the FDR. **Sheet A**: DE genes for Neurod1 versus ctrl; **Sheet B**: DE genes for ascl1a versus ctrl; **Sheet C**: DE genes common for Ascl1a and Neurod1; **Sheet D**: DE genes for ascl1a versus Neurod1; **Sheet E**: DE genes for Neurod1^ΔUCE^ and Neurod1^ΔECD^ versus Neurod1. The list of the expression level of all genes at 52 hpf is provided in S2 Table.
(XLSX) Click here for additional data file.

S2 Table Expression level at 52 hpf of all genes given in CPM for the 16 samples with the means. (XLSX) Click here for additional data file.

S3 Table List of the DE genes for the Neurod1^ΔUCE^ LOF. Expression level of the DE genes (FDR ≤ 0,1, average expression level >10 CPM) given in CPM for the 6 ctrl and 4 Neurod1^ΔUCE^ EEC as well as the mean and the FDR. **Sheet A**: List of the 680 DE genes; **Sheet B**: List of the 75 transcription factors DE.
(XLSX) Click here for additional data file.

S4 Table List of the primers used for constructing the transgene, the Crispr/cas9 guides and the T3 flagged probes. (XLSX) Click here for additional data file.

S5 Table Numerical data for all graphs. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

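Bulk RNA-seq was analysed for 2 experiments. The gain-of-function experiment has 16 libraries of dsred+ endodermal cells sorted at 52 hpf from Tg(*sox17*:*dsred*) embryos without further transgene (control, n = 3) or with a heat-inducible transgene for Ascl1a (n = 3), Neurod1 (n = 4), Neurod1 ΔUCE (n = 3) or Neurod1 ΔECD (n = 3). The EEC experiment has *pax6b*:GFP+ cells sorted from the gut at 4 dpf, from wild-type (n = 3) and *neurod1* ΔUCE homozygous larvae (n = 4). The condition and replicate number of each library were taken from the labels of the deposited libraries and from the paper. The columns of the 16 gain-of-function libraries in S1 and S2 Table are proportional to the deposited counts, with the Ascl1a libraries numbered differently there.

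The authors deposited read counts per gene, without normalization. According to the paper, adaptors and bases of low quality were trimmed, reads were mapped with STAR to GRCz11 with the Ensembl annotation, and the counting mode of STAR gave the number of reads on each gene. The strand setting of this counting and the trimming tool are not named in the paper's text, so counts of overlapping genes on opposite strands and of near-identical paralogs are uncertain. For the gain-of-function libraries the authors added a feature for the region of *neurod1* carried by the transgene, so that the endogenous *neurod1* gene is counted without it. Of the 31902 identifiers, 29195 were paired with a gene name, from the supplementary tables and from the RefSeq gene table of GRCz12tu. That table comes from another assembly than GRCz11, so it was used only for names and for the order of genes, and no coordinates are given.

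Counts were analysed in R 4.3.3. Library sizes were normalized with the TMM method of edgeR 4.0.16, genes with low counts were removed with filterByExpr, and each comparison was a contrast in edgeR's quasi-likelihood test, with 1 fit for the gain-of-function libraries (18911 genes) and 1 for the EEC libraries (16154 genes). Libraries of the deleted forms were given 1 common condition for the combined comparison with Neurod1. P-values were adjusted with the Benjamini-Hochberg method, and DE genes had an FDR of at most 0.1, the threshold of the paper. EEC DE genes also had to average above 10 CPM. Standard errors of log2 fold changes were derived from the test's F statistic. The mean fold of the 10 endocrine genes was computed for each library against the mean of controls on TMM-normalized CPM with a pseudocount of 1, and the endocrine score is the mean of log2(CPM + 1) over these genes. Scores were compared with two-sided exact permutation tests. A fold against a group with at most 3 counts in each library was computed against that floor and is a lower bound.

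The design of the comparisons, their alternatives and the rule for naming genes were set before the data were examined. Tests of explanations were written later, and those chosen after a result was seen are named where they are given. The text names the genes that the paper names, and for each comparison the genes with the largest changes among those past the threshold and changed in the same direction in all libraries. Other genes past the threshold are listed by name where a comparison called only a few, and were chosen after their values were seen, as was *atoh1b*. The alternatives were DESeq2 1.42.0, RLE normalization, no filter on low counts, the replicate number as a block, limma voom with sample quality weights (limma 3.58.1), an FDR of 0.05, only the groups compared in the fit, a mean of the coefficients of the deleted forms, no requirement on average expression, a pseudocount of 0.1, a geometric mean, CPM without TMM, and each library left out in turn. DESeq2 on only the groups compared was added after the data were seen, for the gain-of-function libraries, and the FDR ranges given for single genes include it. The replicate numbers come from the labels. Same-numbered libraries are separate preparations of different embryos.

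The 3 tests were tried on simulated counts, with 200 genes changed by 4-fold or 16-fold. These counts were drawn from the means and library sizes of the real libraries and from the dispersions that edgeR estimated. In the gain-of-function design, edgeR called 58% of the changed genes, and 5.7% of its calls were unchanged genes. DESeq2 called 77.5%, with 35.1% of its calls unchanged, and voom 59.5%, with 2.5% unchanged. In the EEC design the shares were 52.5% and 11% with edgeR, 65.5% and 46.1% with DESeq2, and 46.5% and 7% with voom. Another scaling moved the median log2 fold change of all genes by less than 0.1 in each comparison, with 0.073 as the largest median. GO enrichments, cell counts and staining were not analysed here, nor were the other 3 wild-type EEC libraries of the paper.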

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

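The comparison with carried-over reads was chosen only after the result was seen. The feature for the region of *neurod1* carried by the transgene was counted in the Ascl1a libraries at a mean of 75.1 CPM, above the control libraries, and the paper's text does not describe it there. The counts were 213, 2862 and 233 in the Ascl1a libraries and 15, 3 and 2 in controls. They followed the *ascl1a* reading frame, with 76.6, 67.4 and 77.9 counts per 100 counts of that frame. A candidate explanation is reads carried over from a library with the *neurod1* transgene. A carry-over large enough to give the 2862 counts in Ascl1a replicate 2 would bring at least 28.2 reads of *pax4* from the source library that asks for the smallest share, Neurod1 ΔUCE replicate 1, and 0 were counted. It would also bring 180.7 reads of endogenous *neurod1*, against 23 counted, so the data went against this explanation for Ascl1a replicate 2. The 213 and 233 counts of the other Ascl1a libraries were not tested in this way. According to the paper, the Ascl1a and Neurod1 constructs both carry eGFP-2A. Whether such common sequence is counted on this feature was not tested, since it needs the sequence of the constructs and of the feature. The counts of this feature therefore do not measure *neurod1* transgene expression alone. No biological explanation was tested.

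In 2 of the 75 groups of 4 libraries examined, 1 library stood far from the others, where about 1 in 20 groups would do so by chance. In *neurod1* ΔUCE EECs, *gcgb* was at 114 CPM in 1 library and 0 in the others, so that the gap made up a share of 1.0 of the range on the log2(CPM + 1) scale. For *galn*, 1 library was at 619 CPM against a minimum of 63.3 CPM, with a share of 0.9. These numbers are no more than chance gives. With voom and sample quality weights, the log2 fold change of *gcgb* went from 0.96 to -6.29 and that of *galn* from -1.29 to -2.13. The libraries come from separate pools of larvae, and a different share of rare EEC types in a pool was not tested.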

How the results depend on the processing

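The numbers of DE genes depended on the processing. For each number below, the cause of a change was not tested, except where simulated counts bear on DESeq2. With DESeq2, the DE genes numbered 112 for Neurod1, 91 for Ascl1a, 158 for Neurod1 against Ascl1a, 237 for Neurod1 ΔUCE, 73 for Neurod1 ΔECD, 1 between the deleted forms, 29 for the combined forms against Neurod1 and 94 in EECs, where edgeR gave 8, 3, 7, 11, 8, 0, 0 and 3. For the 0 of edgeR, 597 and 744 genes had an unadjusted p under 0.05, both fewer than the share of 0.05 that chance alone would give. DESeq2 also gave 18 genes common to Neurod1 and Ascl1a, 96 additional genes in their direct comparison, and a difference of 51.7 percentage points in the share of induced genes that passed 0.05 with Fisher's exact test. DESeq2 on only the groups compared, chosen after seeing the data, gave 324, 221, 319, 143, 293, 11 and 54 genes in the gain-of-function comparisons in the same order.

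With edgeR on only the groups compared, the numbers were 14 for Neurod1, 0 for Ascl1a, 0 for Neurod1 against Ascl1a, 0 for Neurod1 ΔUCE and 3 for Neurod1 ΔECD. Voom with sample quality weights gave 13 for Neurod1 against Ascl1a, 7 for Neurod1 ΔUCE, 36 for Neurod1 ΔECD, 3 for the combined forms, 22 in EECs, 0 common genes and 7 additional genes. Without a filter on low counts they were 20 for Neurod1 ΔUCE, 36 in EECs and 7 additional genes. At an FDR of 0.05 they were 0 for Ascl1a, 4 for Neurod1 against Ascl1a, 2 for Neurod1 ΔECD, 0 common genes and 1 additional gene. RLE normalization gave 8, 2, 8, 11, 8, 0, 0 and 3, in the order used for DESeq2.

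Same-numbered libraries of different groups deviated from their group means with a mean correlation of 0.077 in the gain-of-function experiment (30 pairs, against -0.032 for other pairs) and of -0.051 in EECs (3 pairs, against 0.013), so no pairing of the libraries by number was seen. With the replicate number as a block, 0 genes passed for Ascl1a, 2 for Neurod1 against Ascl1a, 5 for Neurod1 ΔUCE, 3 for Neurod1 ΔECD and 0 in EECs, with 0 common genes and 1 additional gene.

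When each library was left out in turn, the DE genes ranged from 0 to 11 for Neurod1, 0 to 2 for Ascl1a, 0 to 10 for Neurod1 against Ascl1a, 1 to 65 for Neurod1 ΔUCE, 0 to 4 for Neurod1 ΔECD, 0 to 2 for the combined forms and 0 to 4 in EECs. The 65 genes were found without Neurod1 ΔUCE replicate 1. The common genes ranged from 0 to 1 and the additional genes from 0 to 8. No share of induced genes was obtained with the block, at the FDR of 0.05 or in most of the fits that left out a library, since no gene passed with Ascl1a or with Neurod1. In the other fits the difference was 50.0 to 100.0 percentage points.

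The mean fold of the endocrine genes with a pseudocount of 0.1 was 55.78 for Neurod1, 22.38 for Neurod1 ΔUCE and 20.63 for Neurod1 ΔECD, and the geometric mean for Neurod1 ΔECD was 3.58. Leaving out each library gave 9.1 to 15.76 for Neurod1, 5.38 to 7.44 for Neurod1 ΔUCE, 4.45 to 5.41 for Neurod1 ΔECD and 1.07 to 1.65 for Ascl1a. With these settings and with CPM without TMM, Neurod1 had the highest fold and Ascl1a the lowest.

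Among the 103 results for named genes, 10 changed sign under another setting, 76 newly passed, 50 no longer passed and 511 stayed the same, counted over all such settings. When libraries were left out, 19 changed sign, 106 no longer passed, 4 newly passed and 579 stayed the same. All sign changes were in EECs except that of *dll4*. With voom, the log2 fold change was -6.29 for *gcgb*, -0.01 for *ccka*, 0.24 for *rfx6*, 0.06 for *neurod1*, -0.43 for *insm1b* and -0.21 for *pax6b*. With the block it was -3.67 for *gcgb*, 0.03 for *insm1a* and 0.24 for *ascl1a*, and without a filter it was 0.00 for *insm1a*. When each library was left out, it ranged from -3.00 to 0.11 for *dll4* with Ascl1a against controls, -0.96 to 0.13 for *insl5a*, -0.48 to 0.99 for *ccka*, -0.58 to 0.24 for *rfx6*, -0.27 to 0.11 for *neurod1*, -0.04 to 0.35 for *pdx1*, -0.20 to 0.09 for *insm1a*, -0.38 to 0.31 for *insm1b*, -0.62 to 0.20 for *ascl1a* and -0.17 to 0.28 for *pax6b*. DESeq2 gave no FDR for *gcgb*, *sst1.2* and *sst1.1*.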

Differences from the paper's values

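The paper's text reports 104 DE genes for Neurod1 (79 induced and 25 repressed), against 8 (8 and 0) with edgeR, where 803 genes had an unadjusted p under 0.05. For Ascl1a the paper reports 92 (21 induced and 71 repressed), against 3 (1 and 2). It reports 159 genes for the direct comparison, against 7, of which the paper counts 98 as additional and 61 as already found, against 4 and 3. The paper's overlap of 15 genes compares with 1 and its total of 279 genes with 14. For the combined deleted forms the paper reports 28 genes with 21 induced, against 0 and 0, where 744 genes had an unadjusted p under 0.05. DESeq2, which the paper's methods name, gave 112 (85 and 27), 91 (22 and 69), 158, 96, 62, 18, 281 and 29 with 21 induced, and none of these differs from the paper's value by the criteria used. None of the other alternatives set before the data were examined closed these gaps.

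In EECs the paper reports 680 DE genes, 305 up- and 375 down-regulated, from 6 wild-type libraries, against 3 (1 higher and 2 lower) with the 3 wild-type libraries used here. DESeq2 gave 94 (67 and 27), and none of the alternatives set before the data were examined closed the gap.

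In the supplementary tables of the paper, the log2 fold change of *ghrl* is -4.68, against -3.91 here. Voom (-4.64) and the fits without wild-type replicate 2 (-4.23), wild-type replicate 3 (-4.19) or mutant replicate 1 (-4.57) closed the gap. For *mlnl* the paper gives -3.48, against -2.65, and the replicate block (-2.90) and the fit without mutant replicate 2 (-3.25) closed the gap. For *gcga* the paper gives -1.81, against -0.82, which was -1.42 without mutant replicate 3. For *calca* it gives -1.06, against -0.62, which was -0.74 without wild-type replicate 3. For *nmbb* it gives -3.37, against -1.95, and none of the alternatives set before the data were examined closed the gap. DESeq2 closed none of these gaps.

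Other log2 fold changes were read by eye from Fig 9A of the paper. *gcgb* is at about -1.9 in Fig 9A against 0.96 here, *insl5a* at about -1.3 against -0.60, *pyya* at about -0.16 against 0.43, *ccka* at about -0.11 against 0.31 and *vipb* at about -0.09 against 1.16. For *ccka* only the sign differed, as the values lay within its standard error of 0.7. *sst1.2* is at about 2.2 in Fig 9A against 7.52, *sst2* at about 2.3 against 3.79 and *sst1.1* at about 5.3 against 11.60. With the replicate block, *gcgb* (-3.67), *sst1.2* (4.31) and *sst1.1* (9.09) came closer and no longer differed by the criteria used. Their standard errors were then 3.16, 2.47 and 4.19. The value of *insl5a* (-0.59) came no closer, and no longer differed only because its standard error rose from 0.53 to 0.74. Voom closed the gap for *ccka* (-0.01), *sst2* (2.94) and, with a standard error of 7.97, *sst1.1* (7.20). So did the fits without wild-type replicate 2 or 3 or mutant replicate 2 or 4 for *insl5a*, without wild-type replicate 3 or mutant replicate 2 for *ccka*, without mutant replicate 3 for *sst1.2*, and without wild-type replicate 1 or 2 or mutant replicate 3 for *sst2*. No alternative set before the data were examined closed it for *pyya* or *vipb*.

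From Fig 10 of the paper, read by eye, *rfx6* is at about 0.50 in Fig 10 against -0.35 here, *neurod1* at about 0.21 against -0.06, *insm1b* at about -0.11 against 0.03 and *pax6b* at about -0.35 against 0.06. Voom closed the gaps for *rfx6* (0.24), *neurod1* (0.06) and *pax6b* (-0.21). So did the fits without wild-type replicate 3 for *rfx6*, without mutant replicate 1 or 3 for *neurod1*, and without wild-type replicate 2 or mutant replicate 1 for *pax6b*. For *insm1b*, voom gave the paper's sign, but its value of -0.43 lay further from the paper's than 0.03 did. The fits without wild-type replicate 2 (-0.26) or mutant replicate 1 (-0.38) or 3 (-0.11) also gave the paper's sign for *insm1b*.

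Some statements of the paper differ from the values here. The paper states that each of the 10 endocrine genes is induced less by the deleted forms than by Neurod1, and the mean of *tm4sf4* was higher in both forms. It gives *gfi1aa* as the most significant gene higher with the deleted forms, and *atoh1b* had a lower p-value with edgeR, DESeq2, RLE normalization and no filter (rank 1, against rank 2 for *gfi1aa*). With voom *mfsd4aa* was of rank 1, *atoh1b* of rank 2 and *gfi1aa* of rank 7 (FDR 0.201). With DESeq2 on only the groups compared, chosen after seeing the values, *gfi1aa* was of rank 8, above *atoh1b* at rank 9. It names genes as significantly changed that did not pass with edgeR. Of these, DESeq2 called *rfx6*, *insm1a*, *nkx2.2a*, *c2cd4a*, *pax6b*, *sox4b*, *tm4sf4*, *neurod1* and *fev* for Neurod1, *fev* for Ascl1a, *crabp1b*, *runx1t1*, *dlb* and *dll4* in the direct comparison, *gfi1aa*, *mfsd4aa*, *cacna1ba* and *plcxd3* for the combined forms, and *tac1*, *ghrl*, *mlnl*, *nmbb* and *sst2* in EECs. Voom called *insm1a* for Neurod1, *mfsd4aa* for the combined forms, and *mlnl* and *nmbb* in EECs. Without a filter on low counts, edgeR called *crabp1b* in the direct comparison and *tac1*, *ghrl*, *mlnl*, *nmbb* and *sst1.1* in EECs. The fits without Neurod1 replicate 2 called *insm1a* for Neurod1 and without mutant replicate 2 *mlnl* in EECs. DESeq2 on only the groups compared, chosen after seeing the values, called *greb1l* in the direct comparison and the genes listed for DESeq2 in the gain-of-function comparisons except *runx1t1*. With the adjustment over all genes, none of the settings run called *gcga*, *calca*, *adcyap1a*, *penka*, *gip*, *sox4b*, *cuzd1.1*, *cuzd1.2* or *pax4* in EECs. The paper states that *dlb* and *dll4* are repressed by Ascl1a, and neither passed against controls under any alternative run. It also states that Neurod1 activates *dlb*, *dlc* and *dll4*. Against controls, DESeq2 called *dll4* (FDR 0.0289). DESeq2 on only the groups compared, chosen after seeing the values, called *dll4* and *dlc* (FDR 0.000744 and 0.03), and no setting run called *dlb*.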

Other observations

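Tests on muscle genes, on *atoh1b*, on the genes of the deleted forms in EECs, and on the position of the 3 genes called in EECs were chosen only after the results were seen. The chromosomes of these 3 genes had already been seen when that last test was written. The other tests were chosen before their results were seen.

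Libraries of each comparison were also split in other ways, with as many same-numbered libraries parted as in the real comparison. With edgeR, the number of splits that gave as many DE genes as the real one, with the real one counted, was 1 of 8 for Neurod1, 1 of 4 for Ascl1a, 1 of 8 for Neurod1 against Ascl1a, 1 of 4 for Neurod1 ΔUCE, 1 of 4 for Neurod1 ΔECD and 2 of 8 for EECs. With DESeq2 it was 1 of 8, 2 of 4, 1 of 8, 1 of 4, 1 of 4 and 2 of 8. With so few splits no share under 0.05 can be reached. Between the deleted forms it was 4 of 4 with both tools, which with edgeR shows nothing, since the real number was 0, with 597 genes at an unadjusted p under 0.05. Over all 10 splits of these libraries, the other groupings gave up to 1246 genes with edgeR and 3351 with DESeq2. Over all splits, which part other numbers of same-numbered libraries, edgeR gave as many genes in 1 of 35 for Neurod1, 1 of 10 for Ascl1a, 1 of 35 for Neurod1 against Ascl1a, 1 of 10 for Neurod1 ΔUCE, 1 of 10 for Neurod1 ΔECD and 2 of 35 for EECs, with the real split counted. The other splits gave at most 2 genes for Neurod1 and 0 for Neurod1 against Ascl1a. DESeq2 gave as many genes in 3 of 35 for Neurod1, 5 of 10 for Ascl1a, 1 of 35 for Neurod1 against Ascl1a, 3 of 10 for Neurod1 ΔUCE, 1 of 10 for Neurod1 ΔECD and 9 of 35 for EECs.

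For the combined forms against Neurod1, 60 of 108 possible splits were drawn, the real one included. With DESeq2, 20 of the 60 gave at least the 29 genes of the real comparison, and the largest number was 1763, so that a number of this size is common among groupings that mix the forms. With edgeR all 60 gave at least as many, which shows nothing, since the real number was 0, with 744 genes at an unadjusted p under 0.05. The largest number with edgeR was 25.

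DESeq2 called 104 genes for Neurod1 that edgeR did not. In simulated counts, 35.1% of the genes called by DESeq2 were unchanged, where the FDR threshold of 0.1 allows fewer. Part of the difference between the tools may thus be calls beyond the nominal FDR, although the simulation does not say which genes these are. The simulated counts used the dispersions that edgeR estimated, which may favour edgeR. In them edgeR called 123 genes against 239 with DESeq2, where the real numbers were 8 and 112. The simulation therefore cannot tell calls beyond the nominal FDR from changed genes that edgeR missed. A library far from its group was considered as another source. In 98.1% of the 104 genes the groups did not overlap, where chance gives 5.7%, but as the genes were called for a difference between the groups this shows nothing either way.

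The genes lower with Ascl1a than in controls by DESeq2 may be related to RNA from muscle cells in the sorted cells. A score of 14 muscle marker genes varied among controls (4.16, 2.53 and 8.85) and Ascl1a libraries (2.41, 2.13 and 6.89), which overlap. In the 6 libraries of the deleted forms, which play no part in that comparison, the 69 lower genes had a median correlation with the score of 0.25, against -0.01 for random lists matched on expression, at the 99.4 percentile of 10000 lists. Marker genes were to be left out, but all 69 lower genes were tested, so this removed none of them. A varying content of muscle RNA is a candidate explanation for a part of these genes. The correlation is weak, and no model adjusted for the score was fitted. These are correlations across genes, which are not independent replicates.

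*atoh1b* (ENSDARG00000099564), which was chosen after its values were seen, had the lowest p-value for the combined forms against Neurod1. It was at 98.0 ± 81.9 (SD, n = 3) CPM with Neurod1 ΔUCE, 101 ± 26.0 (SD, n = 3) CPM with Neurod1 ΔECD, 16.3 ± 1.50 (SD, n = 4) CPM with Neurod1 and 12.0 ± 2.19 (SD, n = 3) CPM in controls. The log2 fold change was 2.61 (standard error 0.47, FDR 0.459 with edgeR and 9.19e-05 with DESeq2, range over the alternatives 9.19e-05 to 1), and 1 Neurod1 ΔUCE library at 16.5 CPM lay within the Neurod1 range. A single library as its source was tested by leaving each out, and the lowest log2 fold change was 2.39, so no single library accounts for it. Without Neurod1 ΔUCE replicate 1, the library at 16.5 CPM, the FDR was 0.00255 with edgeR, and this was the 1 of the 10 fits that passed. Other technical explanations were not tested. That the UCE restrains *atoh1b* as well as *gfi1aa* is a hypothesis, found and examined on the same libraries.

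In *neurod1* ΔUCE EECs, a variant linked to the *neurod1* locus was considered as a source of the changes, since the mutant chromosome may carry other differences. Among windows of 200 neighbouring tested genes, 52.0% held at least as many genes with an unadjusted p under 0.01 as the window around *neurod1*, which held 2. This used the 84.6% of tested genes with a position (13666), in the gene order of GRCz12tu. The 3 genes called with edgeR were examined for their distance, because *irs2a* had no count in any mutant library. None of *irs2a*, *fhdc3* and *mfsd4aa* is on the chromosome of *neurod1*, so that 100.0% of the tested genes counted as at least as near. The windows showed no excess of changed genes near *neurod1*, which goes against a linked variant that changes many of its neighbours. They cannot tell whether a linked variant changes few neighbours or genes elsewhere. The positions of the 3 genes were known beforehand and are given as a description. A variant elsewhere that differs between the mutant and wild-type fish, such as a loss of *irs2a*, was not tested, and no reason for its absence can be given from counts.

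Apart from *mfsd4aa*, 16 genes higher with the deleted forms by DESeq2 were tested in EECs. Loss of the UCE in both settings as a common source was tested by their median log2 fold change in *neurod1* ΔUCE EECs, which was -0.07, with 7 of the 16 higher, at the 32.1 percentile of 10000 lists matched on expression. *mfsd4aa* was left out because its change in EECs had been seen. Some of the genes are hardly expressed in EECs, such as *gfi1aa* at a mean of 1.62 CPM in wild-type libraries, and could not show a change, so the test says little about them.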
